# Sex differences in colonic gene expression and fecal microbiota composition in a mouse model of obesity-associated colorectal cancer

**DOI:** 10.1038/s41598-024-53861-z

**Published:** 2024-02-13

**Authors:** Yoo-Mee Chang, Yoo-Ree Kang, Yu-Gyeong Lee, Mi-Kyung Sung

**Keywords:** Genetics, Microbiology, Systems biology, Biomarkers, Diseases, Gastroenterology

## Abstract

This study investigated the sex-specific correlation between obesity and colorectal cancer emphasizing a more pronounced association in males. Estrogen, chromosomal genes, and gut bacteria were assessed in C57BL6/J male, female and ovariectomized (OVX) female mice, subjected to either a low-fat diet (LFD) or high-fat diet (HFD) for 14 weeks. Induction of colon tumor involved azoxymethane (10 mg/kg) administration, followed by three cycles of dextran sulfate sodium. Male mice on HFD exhibited higher final body weight and increased colon tumors compared to females. Colonic mucin 2 expression was significantly higher in females. HFD-modulated differentially expressed genes numbered 290 for males, 64 for females, and 137 for OVX females. Only one up-regulated gene (*Gfra3*) overlapped between females and OVX females, while two down-regulated genes (*Thrsp* and *Gbp11*) overlapped between males and OVX females. Genes up-regulated by HFD in males were linked to cytokine-cytokine interaction, HIF-1 signaling pathway, central carbon metabolism in cancer. Sex-specific changes in gut microbial composition in response to HFD were observed. These findings suggest a male-specific vulnerability to HFD-induced colon tumor formation, implicating key genes and colonic bacteria in colon tumorigenesis.

## Introduction

Colorectal cancer, the third most common cancer in the world, is linked to several genetic and environmental factors^1,2^. Epidemiological studies have shown that the age-standardized incidence rate of colorectal cancer is higher in men than in women^3^. In addition, the correlation between colorectal cancer and obesity is more pronounced in men than in women^4–6^. Nevertheless, colorectal cancer is the second most common cancer in women aged > 65 years^3^ and older women have a relatively lower overall survival compared to age-matched men^7^, possibly owing to the loss of estrogen protection.^5^

Recently, the US National Institutes of Health has mandated the inclusion of sex as a biological variable while conducting biomedical research^8^. Biological sex plays an important role in the detection, prevention, and treatment of many diseases, including colorectal cancer^9^. In addition, fat distribution differs with sex, with women having less visceral and more subcutaneous adipose tissue than men^10^. As the accumulation of visceral adipose tissue increases the risk of colorectal cancer^11,12^, differences in incidence of colorectal cancer between men and women may be partly explained by differences in fat distribution. However, studies that reveal sex differences in the mechanism of colorectal cancer, particularly in relation to obesity, are lacking.

Sex differences in colorectal cancer have been mostly explained by differences in concentration of sex hormones. The Women Health Initiative study has revealed that hormone replacement therapy reduces the risk of colorectal cancer by 30% in postmenopausal women^13,14^. Estrogen treatment in mice with colitis-associated colorectal cancer has proven effective in reducing both the number and size of colon tumors^15^. The efficacy suggests that estrogen depletion plays a pivotal role in colorectal cancer development, particularly in postmenopausal women. Given that estrogen has the capacity to suppress excess fat accumulation, a factor positively correlated with the risk of colorectal cancer^16,17^, the rapid increase in colorectal cancer incidence in postmenopausal women may be attributed to estrogen depletion-induced fat accumulation. Recent insights propose that sex differences in cancer are genome-wide, involving genes located on both sex chromosome and autosomes^18^. Nevertheless, a comprehensive understanding of sex differences in the mechanism of obesity-associated colorectal cancer, particularly regarding chromosomal variances and estrogen-depletion-induced obesity, remains limited.

Chronic inflammation induced by obesity, alterations in adipokine concentration and gut dysbiosis have been suggested as causative factors in the occurrence of body fat-associated colorectal cancer^19^. The gut microbiota may influence the pathogenesis of obesity and related metabolic disorders, including colorectal cancer^20–22^. The gut microbiota can serve as a biomarker for early detection of colorectal cancer^23^. The proportion of *Hafnia alvei* belonging to the Proteobacteria phylum and that of *Akkermansia muciniphila* belonging to the Verrucomicrobia phylum increase in obesity and CRC patients^24^. In a recent study, AOM-treated *APC*^*Min/*+^ mice transplanted with feces from obese individuals exhibited increased colon tumor formation^25^. This observation implies that alterations in the gut microbial composition induced by obesity may impact the susceptibility to colorectal cancer. Sex differences exist in gut microbial composition^26^, and therefore, responses to high-fat diet (HFD) may vary by biological sex^27^. For example, the proportions of *Lactobacillus*, *Alistipes*, *Lachnospiraceae,* and *Clostridium* have been found to be increased by feeding HFD in the male group only^28^. In a separate investigation employing the AOM-DSS model for colorectal tumorigenesis, a reduction in microbial diversity and compositional changes were noted in female mouse compared to their male counterparts^29^.

This study aims to offer mechanistic insights into observed differences in the incidence of colorectal cancer among men, premenopausal women and postmenopausal women. We examined sex- and hormone-dependent variations by employing male (M), female (F) and ovariectomized (OVX)-F AOM-DSS colon tumorigenesis murine fed either LFD or HFD. Genes and gut bacteria composition associated with sex, diet and estrogen availability were identified. We utilized a high-fat diet-induced obesity model, widely acknowledged for its ability to closely emulate human obesity.

## Results

### Body and organ weights and number of tumors in experimental animals

The final body weight (g) was significantly higher (p < 0.05) in the male M + HFD group (36.42 ± 4.29) than in the M + LFD group (30.64 ± 0.81) and all F groups (Fig. 1A). The final body weight (g) for the female groups F + LFD, F + HFD, F(OVX) + LFD, and F(OVX) + HFD was as follows: 22.32 ± 1.52, 25.82 ± 2.61, 23.10 ± 1.45, and 29.98 ± 5.02, respectively. Differences between LFD and HFD groups within female groups were statistically significant (p < 0.05). The average daily food intake for the groups M + LFD, M + HFD, F + LFD, F + HFD, F(OVX) + LFD and F(OVX) + HFD was as follows: 7.66 ± 0.26, 15.01 ± 3.63, 6.17 ± 0.20, 6.14 ± 0.17, 5.80 ± 0.07 and 6.73 ± 0.07, respectively. The experimental diet, which was freely accessible, contained a high saturated fat content, enhancing the diet’s palatability^30^. Consequently, we observed an increased average food intake in the M + HFD group (p < 0.05) compared to other groups. However, no statistically significant differences were observed within the female groups. These results may be partially explained by the observed hyperphagic response in male mice when fed a high-fat diet, which was not observed in male mice fed a low-fat diet or female mice fed either low-fat or high fat diet^31^. Consequently, body weight gain in the M + HFD mice can be attributed to higher energy intake. However, an increased body weight gain in females fed a HFD cannot be solely explained by hyperphagia. The weights of total white adipose tissue (g) for the groups M + LFD, M + HFD, F + LFD, F + HFD, F(OVX) + LFD and F(OVX) + HFD was as follows: 4.28 ± 1.79, 10.18 ± 4.22, 3.22 ± 1.52, 7.42 ± 3.47, 5.29 ± 1.21, and 11.77 ± 5.02, respectively. HFD-fed groups had significantly higher amount of white adipose tissue that their counterparts fed LFD (p < 0.05). (Fig. 1B–D). Estrogen deprivation through ovariectomy significantly reduced the uterine weights of OVX female mice. The liver weight was significantly higher in the M + HFD group than those in the other groups. The number of colon tumors in the M + HFD group was significantly higher than that in all female groups, and the F + HFD group had a significantly lower number of tumors than the M + LFD and M + HFD groups (Table 1). Two-way ANOVA showed a significant interaction between sex and diet (*p* < 0.05), indicating that HFD may be a risk factor in the male group only (Fig. 2). However, the effect of estrogen depletion on the number of colon tumors was not significant.

**Figure 1:**
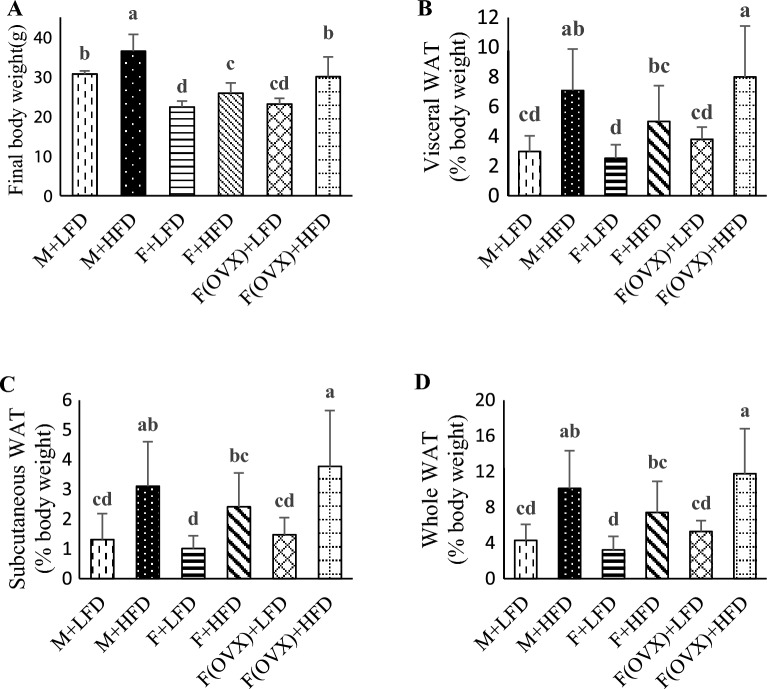
Final body weight and percentage of fat mass of experimental animals. C57BL/6J mice were fed LFD or HFD for 14 weeks. (**A**) Final body weight and the weights of adipose tissues including (**B**) visceral white adipose tissue (WAT), (**C**) subcutaneous WAT, and (**D**) whole WAT were measured at the end of the experiment. Results were analyzed using a one-way ANOVA and were expressed as mean ± standard deviation (SD). Bars labeled with different letters are significantly different based on Duncan's multiple range tests (*p* < 0.05).

**Table 1:** Number of tumors in all experimental groups.

Group	Tumor number
M + LFD	3.67 ± 1.86^ab^
M + HFD	4.63 ± 1.19^a^
F + LFD	3.20 ± 1.14^bc^
F + HFD	2.22 ± 0.97^c^
F(OVX) + LFD	3.22 ± 1.20^bc^
F(OVX) + HFD	2.88 ± 1.46^bc^
p-value	< 0.05

Results were analyzed using one-way ANOVA and are expressed as mean ± standard deviation (SD). Means with different superscripts are significantly different based on Duncan's multiple range tests (*p* < 0.05).

**Figure 2:**
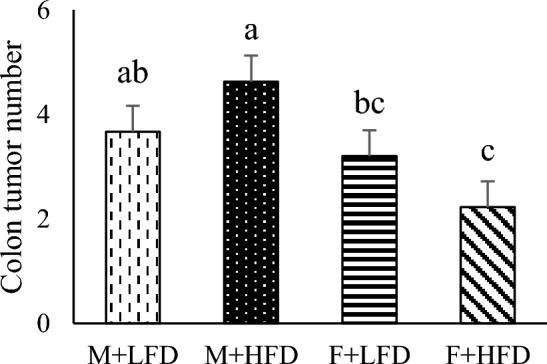
Effects of sex and diet and their interactions on the number of colon tumors. The number of colon tumors was measured at 75 days after AOM injection. Results were analyzed using two-way ANOVA and were expressed as mean ± standard deviation (SD). The p-values for main effects and their interactions are reported in box. Bars labeled with different letters are significantly different based on Duncan's multiple range tests (*p* < 0.05).

### Colonic MUC2 expression

Colonic MUC2 expression as a protective factor against epithelial damage was measured as an indicator of the integrity of mucosal barrier. Immunohistochemical staining indicated that MUC2 expression (%) for the groups M + LFD, M + HFD, F + LFD, F + HFD, F(OVX) + LFD and F(OVX) + HFD was as follows: 6.12 ± 1.25, 4.17 ± 3.03, 7.98 ± 1.30, 7.91 ± 0.98, 6.96 ± 1.47 and 7.09 ± 1.28. (Fig. 3A,B). Results indicated that the percentage of MUC2 positive area is significantly lower in the M + HFD group than in the female groups (p < 0.05). No significant difference was observed between the M + LFD and M + HFD groups.

**Figure 3:**
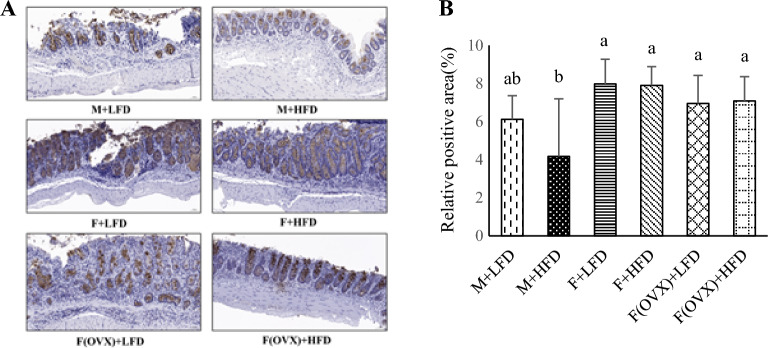
Immunohistochemical analysis of MUC2 expression. (**A**) Representative images of MUC2 expression in the colon (20 × magnification) and (**B**) percentage of MUC2 staining area. MUC2 staining is visualized by a brown color. Results were analyzed using one-way ANOVA and are expressed as mean ± standard deviation (SD). Bars labeled with different letters are significantly different based on Duncan's multiple range tests (*p* < 0.05).

### Sex differences in gene expression of HFD-modulated colon tissues

Microarray analysis of colon tissues was performed to determine differentially expressed genes (DEGs) in HFD-fed vs. LFD-fed groups in males, females or OVX females. 

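Colon RNA of male, female and ovariectomized female mice was hybridized to Agilent mouse oligonucleotide arrays in 1 color, with 1 mouse per array. The mice had received azoxymethane (AOM, 10 mg/kg), a carcinogen, and 3 cycles of 1.5% dextran sulfate sodium (DSS), which inflames the colon. They were fed LFD (10 kcal% fat) or HFD (45 kcal% fat) for 14 weeks. The methods name 5 animals in each group for the arrays, whereas the sample labels give 4, and all 24 arrays of the 6 groups were analyzed here. Each array carried 62976 spots, of which 59305 were not controls and stood for 56605 probes. The scanner software had subtracted the background from each spot, and the values were not normalized between arrays. The 75th percentile of the processed signal, in scanner units, ranged from 461 to 669 in M + LFD (median 579), from 473 to 621 in M + HFD (median 558), from 358 to 597 in F + LFD (median 525) and from 157 to 505 in F + HFD (median 382). In F(OVX) + LFD it ranged from 125 to 495 (median 426), and in F(OVX) + HFD from 313 to 472 (median 341). Between 40.5% and 61.9% of the probes were well above background on an array, 21168 probes were so on all 24 arrays, and no spot was saturated. Arrays of the same group correlated across probes with r between 0.939 and 0.988. The number of arrays limits the precision of every difference between groups. Following the methods, the processed signal was log2-transformed and quantile-normalized over all 24 arrays. Spots marked as outliers were set aside, and a probe was kept if it was well above background on all 4 arrays of at least 1 of the groups compared. The brightest probe of each gene was tested with limma 3.58.1 on the 8 arrays of HFD and LFD in males, females or OVX females. All arrays of 1 sex or surgery lay on 1 slide, so differences between males, females and OVX females cannot be told apart from differences between the 3 slides. LFD arrays lay in row 1 of each slide and HFD arrays in row 2, so diet and slide row cannot be told apart either.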

The DEGs obtained from three pairwise comparisons were plotted in a Venn diagram (Fig. 4A,B) revealing that the number of HFD-modulated DEGs was 290 for males, 64 for females, and 137 for OVX females. 

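At a fold change of at least 1.5 and an unadjusted p under 0.05, limma called 878 DEGs among 20516 genes tested in males, 264 among 22085 in females and 419 among 19211 in OVX females. Up-regulated genes were 508 of these in males, 87 in females and 222 in OVX females, and down-regulated genes were 370, 177 and 197. A gene symbol could be given to 581, 119 and 276 of the DEGs. The methods' t-test on the same values and thresholds called 489, 126 and 212 DEGs. At an unadjusted p under 0.05 alone, limma found 1256 genes in males, 639 in females and 711 in OVX females, and p-values spread evenly between 0 and 1 would give 1026, 1104 and 961. The methods' t-test found 1058, 697 and 671 such genes. After Benjamini-Hochberg adjustment, 0 genes were left at an adjusted p under 0.05 in each comparison, by limma and by the methods' t-test. The 4 HFD values lay all above or all below the 4 LFD values for 226 of the DEGs in males (25.7%), 82 in females (31.1%) and 157 in OVX females (37.5%). Chance separates 2.86% of all genes, and choosing genes by p and fold change raises the share, so these shares test nothing. The number of DEGs in females moved most between settings, to 53 under the methods' t-test on probes well above background on all 24 arrays, a setting chosen after seeing the data. With the replicate number as a block, limma called 588 DEGs in females. Of the female DEGs, 33.0% were up-regulated, against 24.0% after scaling to the 75th percentile and 18.8% after normexp background correction of the median signals.

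Single arrays moved these numbers. The male DEGs numbered 1506 without M + LFD replicate 4 and 584 without M + HFD replicate 1. In females, 733 were called without F + LFD replicate 2, 484 without F + LFD replicate 3, 165 without F + LFD replicate 4, 646 without F + HFD replicate 3 and 488 without F + HFD replicate 4. In OVX females, 632 were called without F(OVX) + LFD replicate 1, 706 without F(OVX) + LFD replicate 3, 682 without F(OVX) + HFD replicate 1 and 219 without F(OVX) + HFD replicate 2.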

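Genes called in the same direction in both comparisons numbered 12 for females and OVX females (3 up-regulated, 9 down-regulated), 5 for males and OVX females (all down-regulated) and 7 for males and females (3 up-regulated, 4 down-regulated). No gene was called in the same direction in all 3. Calls independent across genes would share 1.66, 7.80 and 3.73 genes, and 2, 44 and 5 genes were called in opposite directions. Single arrays moved the shared genes to between 2 and 27 (without F + HFD replicate 1 and without F + LFD replicate 2) for females and OVX females. For males and OVX females they moved to between 4 and 16 (without F(OVX) + HFD replicate 3 and without F(OVX) + LFD replicate 2).

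Gfra3 (NM_010280) encodes a receptor subunit for a neurotrophic factor. Its log2 signal was 8.51 ± 0.17 (SD, n = 4) in F + HFD and 7.90 ± 0.40 (SD, n = 4) in F + LFD, a log2 fold change of 0.62 (exact permutation test, two-sided, p = 0.0571). In F(OVX) + HFD it was 8.73 ± 0.30 and in F(OVX) + LFD 7.90 ± 0.55 (SD, n = 4 each), a log2 fold change of 0.83 (exact p = 0.0286, the smallest that 4 arrays against 4 allow). Gfra3 in females was not called after scaling to the 75th percentile (0.58), nor without F + LFD replicate 3 (0.43), F + HFD replicate 1 (0.57) or F + HFD replicate 2 (0.58). In OVX females it was not called without F(OVX) + LFD replicate 4 (0.57). In males the change was 0.34 (exact p = 0.143) and not called.

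Thrsp (NM_009381), a regulator of lipid synthesis, fell by 0.78 on the log2 scale in males (6.02 ± 0.21 against 6.80 ± 0.13, SD, n = 4 each, exact p = 0.0286) and by 0.97 in OVX females (6.42 ± 0.45 against 7.39 ± 0.54, SD, n = 4 each, exact p = 0.0571). In females the difference was 0.05 (exact p = 0.886). Both calls held with each array left out in turn. The probe listed under NM_001039647, which the gene table gives no symbol, changed by -0.83 in males and -0.96 in OVX females, and it was separated between the diets in both. The other 3 shared genes were ENSMUST00000103495 (-1.56 in males, -1.22 in OVX females), Gsta2 (-1.25 and -0.91) and Gm10639 (-1.20 and -0.75). Gsta2 in males and Gm10639 in OVX females were no longer called when any 1 of 5 arrays was left out, with values down to -0.95 and -0.52. The symbol Gbp11 was matched to no probe, and whether the probe under NM_001039647 measures it was not determined.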

Only one up-regulated gene (Gfra3) overlapped between females and OVX females, whereas 2 down-regulated genes (Thrsp and Gbp11) overlapped between males and OVX females. Therefore, HFD affected more genes in male mice than in female mice, which might be associated with tumor development.

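The count of DEGs in males exceeded that in females by 614. The difference between the diet effects was also tested for each gene in 1 limma fit of all 24 arrays. Among 22383 genes, 0 had a diet effect that differed between males and females at an adjusted p under 0.05 (limma, Benjamini-Hochberg), while 780 did so at an unadjusted p under 0.05, and 656 of these with effects at least 1.5-fold apart. The corresponding numbers for males against OVX females were 0, 1657 and 1377, and for OVX females against females 0, 466 and 332. An even spread of p-values would give 1119 genes in each test. Single arrays moved the 656 to between 427 (without F + HFD replicate 2) and 1230 (without F + HFD replicate 3). They moved the 332 to between 199 and 545 and the 1377 to between 904 and 1933. With the replicate number as a block, males had 953 DEGs and females 588, a difference of 365. The effects then differed at an unadjusted p under 0.05 and at least 1.5-fold for 1149 genes between males and females, 542 between OVX females and females and 1742 between males and OVX females, and for 0 in each at an adjusted p under 0.05 by limma. Across genes, which are not independent replicates, the log2 fold changes in males correlated with those in females at r = 0.05 and with those in OVX females at r = -0.34.

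Among the separated DEGs of males, the largest changes were those of Ces1g (NM_021456), a carboxylesterase, at -3.91 on the log2 scale (standard error 0.97), Insl5 at 3.32 (standard error 1.24), B3gnt7 at 3.24 (standard error 1.20), the transcript AK139732 at 3.15 (standard error 0.54) and the peptide transporter Slc15a1 at 3.07 (standard error 0.74). Insl5 and B3gnt7 were not called by the methods' t-test, and they lost the call without M + LFD replicate 1 (2.30 each). Without M + LFD replicate 2 the changes were 2.68 for Insl5 in males and 2.59 for B3gnt7 in males, also not called, and without M + HFD replicate 2 they were 3.09 and 3.20. B3gnt7 was not called without M + HFD replicate 1 either (2.98). The distal colon gene Hoxb13 read 2.18 and 5.05 on M + LFD replicates 1 and 2 and between 12.60 and 14.80 on the other 22. Of the 5 female genes chosen by the same rule, 4 were well above background on no F + HFD array, so their rank is not established. ENSMUST00000183285 was at least 1.25-fold lower in F + HFD, AK030120 at least 1.58-fold and AK048679 at least 1.32-fold. Each bound sets the mean of F + LFD against the lowest signal well above background on each F + HFD array, or the gene's own signal where higher. For Cfap46 this bound is under 1 and no fold change is given. ENSMUST00000103461 changed by -1.75. AK048679 was not called by the methods' t-test or without F + LFD replicate 4 or F + HFD replicate 2. In OVX females, NM_010031 was at least 14.3-fold lower on HFD, and the changes of St8sia5, S100g, ENSMUST00000026360 and B3gnt6 were -3.51, -3.41, -2.74 and 2.72. St8sia5 and B3gnt6 were called in the opposite direction in males (4.55 and -3.16). From the numbers of DEGs in the 3 comparisons, the paper concludes that HFD affected more genes in male than in female mice, and it proposes an association with tumor development.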

**Figure 4:**
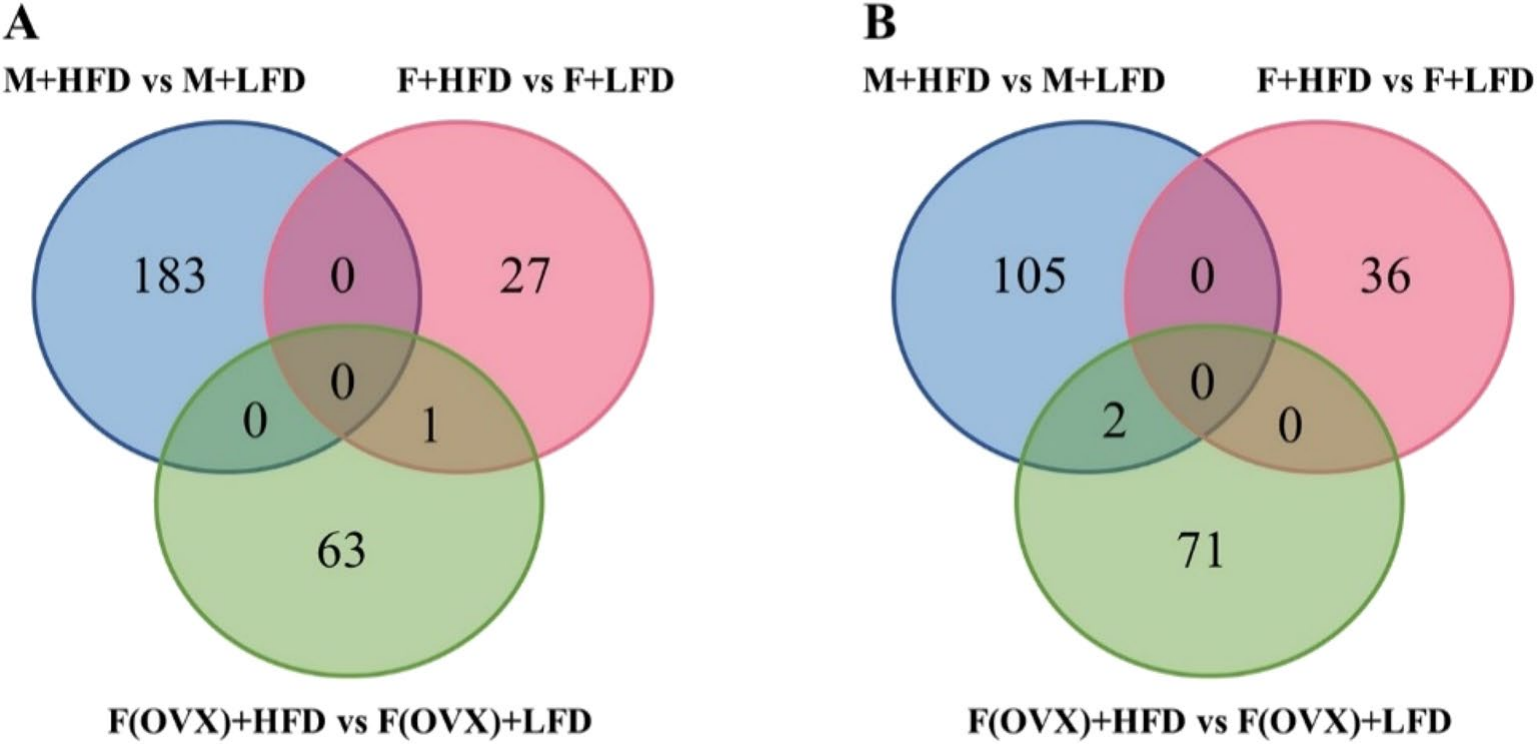
Venn diagram comparing (**A**) upregulated DEGs and (**B**) downregulated DEGs in colon between LFD- and HFD-fed groups in male, female, and OVX mice. Fold change values > 1.5 were considered upregulated whereas those < -1.5 were downregulated along with p-value threshold of 0.05 for statistically significant differences.

### Kyoto encyclopedia of Genes and Genome (KEGG) enrichment analysis of male-specific upregulated or downregulated DEGs

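DEGs called in males and not in the same direction in females or OVX females numbered 866, of which 505 were up-regulated and 361 down-regulated in M + HFD. The corresponding numbers were 245 for females (81 and 164) and 402 for OVX females (219 and 183). Being called in males alone is not a test of a difference between the sexes, for which the contrasts over all 24 arrays gave 0 genes after adjustment. Of the male DEGs, 794 were also called without M + LFD replicate 4 (90.4%) and 448 without M + LFD replicate 2 (51.0%), the highest and lowest shares with 1 array left out.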

A total of 288 male-specific DEGs, including 183 upregulated and 105 downregulated genes, were subjected to KEGG analysis to identify the major pathways these genes are involved in. We aimed to identify genes and their functions that may accelerate tumor formation in the M + HFD group. 

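Lists of genes written by hand stood in for the KEGG pathways, which were not used here. The paper's enrichment analysis asked which pathways its DEGs mapped to, whereas the tests here asked whether a whole list shifted. Over-representation of the lists among the DEGs was not tested. For scale, 508 of all 20516 genes tested in males were called as up-regulated. Of 107 genes of cytokines and their receptors, 83 could be tested in males. Their median log2 fold change was 0.11, with 45 genes higher and 38 lower on HFD, 6 of them called as up-regulated and 2 as down-regulated. The list did not differ from the other genes by camera, a set test with a preset correlation of 0.01 between genes (p = 0.222), nor by an exact permutation of the diets over the list's median (two-sided p = 0.371). It passed 0.05 by camera, with medians of 0.14, 0.16 and 0.18, without M + LFD replicate 3, M + LFD replicate 4 or M + HFD replicate 1. For 30 genes of the response to hypoxia the median was 0.09, with 17 genes higher and 13 lower, and 4 called as up-regulated. This list passed camera (p = 0.0222) but not camera with an estimated correlation (p = 0.286), fry, a rotation test (p = 0.185), or the exact permutation test (p = 0.514). It also lost the camera call without M + LFD replicate 3, M + LFD replicate 4 or M + HFD replicate 3 (medians 0.01, 0.13 and 0.03) and with the replicate number as a block. For 16 genes of glycolysis, part of central carbon metabolism, the median was -0.04, with 5 genes higher and 11 lower and none called (camera p = 0.921, exact p = 0.771). The anterior Hox score of an array was the mean of Hoxb4, Hoxb5, Hoxb6 and Hoxb8. With it as a covariate, a setting chosen after seeing the data, the medians were -0.11 for cytokines and receptors, 0.17 for hypoxia and 0.11 for glycolysis. Over 66 tests of 22 lists in 3 comparisons, 30 passed an adjusted p of 0.05 by camera with Benjamini-Hochberg adjustment, 0 by camera with an estimated correlation, 0 by fry and 0 by the exact test. At an unadjusted p under 0.05, the exact test gave 5.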

The top 15 significant KEGG pathways related to male-specific upregulated DEGs included several cancer-related pathways, such as interaction between cytokines and cytokine receptors, hypoxia-inducible factor (HIF)-1 signaling pathway, and central carbon metabolism in cancer (Fig. 5A). 

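The genes of the antiviral response fell in M + HFD. Of 34 interferon-stimulated genes tested, all 34 had lower means in M + HFD than in M + LFD, with a median log2 fold change of -1.02, and 15 were called as down-regulated. The list passed camera (p = 2.0e-22), but camera with an estimated correlation gave p = 0.0702 and fry p = 0.0580. The exact permutation of the diets gave a two-sided p of 0.0857. Of 22 genes of antigen presentation by MHC class I, 21 were lower, with a median of -0.49, and 6 were called as down-regulated. Camera gave p = 4.7e-12, camera with an estimated correlation p = 0.0691, fry p = 0.0478 and the exact test p = 0.0286. Neither list passed 0.05 by fry or the exact test after adjustment over all list tests, and the adjusted exact p-values were 0.435 and 0.377. With each array left out in turn, the medians stayed between -1.29 and -0.74 and between -0.61 and -0.39. The interferon-stimulated and MHC class I medians were -0.37 and -0.25 in females and 0.21 and -0.01 in OVX females, and the first of these was 0.13 without F + HFD replicate 3. The effects in males and females did not differ by permutation of the diets within each group (p = 0.391 and 0.438), nor did those in males and OVX females (p = 0.0963 and 0.0747). These permutations ignored the replicate number, although same-numbered female arrays deviated from their group means together.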

Male-specific downregulated DEGs were mainly involved in viral infection-related signaling pathways such as infection by Epstein-Barr virus, herpes simplex virus 1, human T-cell leukemia virus 1, and human immunodeficiency virus 1 (Fig. 5B).

**Figure 5:**
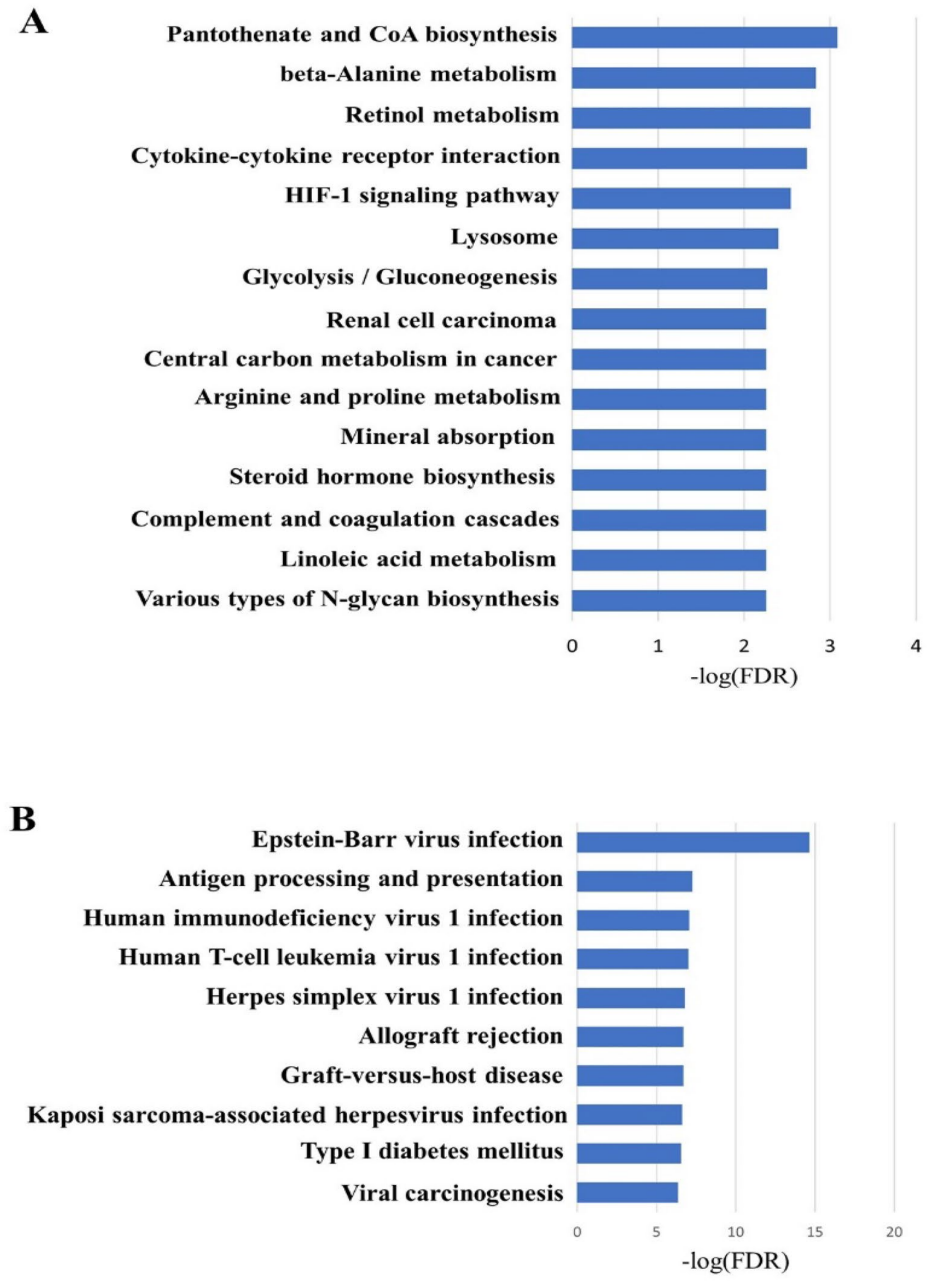
(**A**) Top 15 enriched KEGG pathways of male-specific upregulated DEGs. (**B**) Top 10 enriched KEGG pathways of male-specific downregulated DEGs.

### Hub gene identification in male-specific DEGs using protein–protein interaction (PPI) network construction

PPI networks of the male-specific upregulated or downregulated DEGs were constructed based on the information obtained from the STRING database. The PPI network of upregulated DEGs included 139 nodes and 97 edges. Among them, 10 genes (*Rhob, Hif1a, Met, Pkm, Eno1, Mapk6, Serpine1, Arhgap35, Junb*, and *Exoc5*) with the highest degree scores were identified as male-specific upregulated hub genes by applying the cytoHubba plugin (Fig. 6A). 

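Limma called Rhob, Hif1a, Junb and Arhgap35 as up-regulated in M + HFD. Rhob (NM_007483) rose by 0.83 on the log2 scale (11.30 ± 0.41 against 10.47 ± 0.41, SD, n = 4 each, exact p = 0.0286). Hif1a (NM_010431) rose by 0.88 (11.63 ± 0.17 against 10.75 ± 0.65, SD, n = 4 each, exact p = 0.0857) and Junb (NM_008416) by 0.65 (exact p = 0.0571). Arhgap35 (NM_172739) rose by 0.60 with 1 M + LFD array near the HFD values (exact p = 0.0571). The methods' t-test called Rhob, Hif1a and Arhgap35 and not Junb. Met (NM_008591) rose by 0.43, under the fold change threshold, with all 4 HFD arrays above the LFD arrays (exact p = 0.0286), and its second probe by 0.71. The values of Exoc5 (0.22), Pkm (0.07), Eno1 (-0.00) and Mapk6 (-0.05) were within the spread of the arrays (smallest exact p = 0.229), and no other probe of these 4 genes was called in males. Rhob kept its call with any 1 array left out. Hif1a lost it without M + LFD replicate 1 (0.73), Junb without 4 arrays in turn and Arhgap35 without 5 (down to 0.47 and 0.55). The median over the hub list was 0.51 in males, -0.05 in females and -0.11 in OVX females, which is not independent evidence because the study chose the list on these samples. With the anterior Hox score of each array as a covariate, a setting chosen after seeing the data, Rhob was still called (1.03), and Hif1a (0.36), Junb (0.59) and Arhgap35 (0.48) were not. By their brightest probes, none of the genes named above was called in females or OVX females. The second Junb probe was called in males (0.69) and, in the opposite direction, in females (-0.67).

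**Figure D1:**
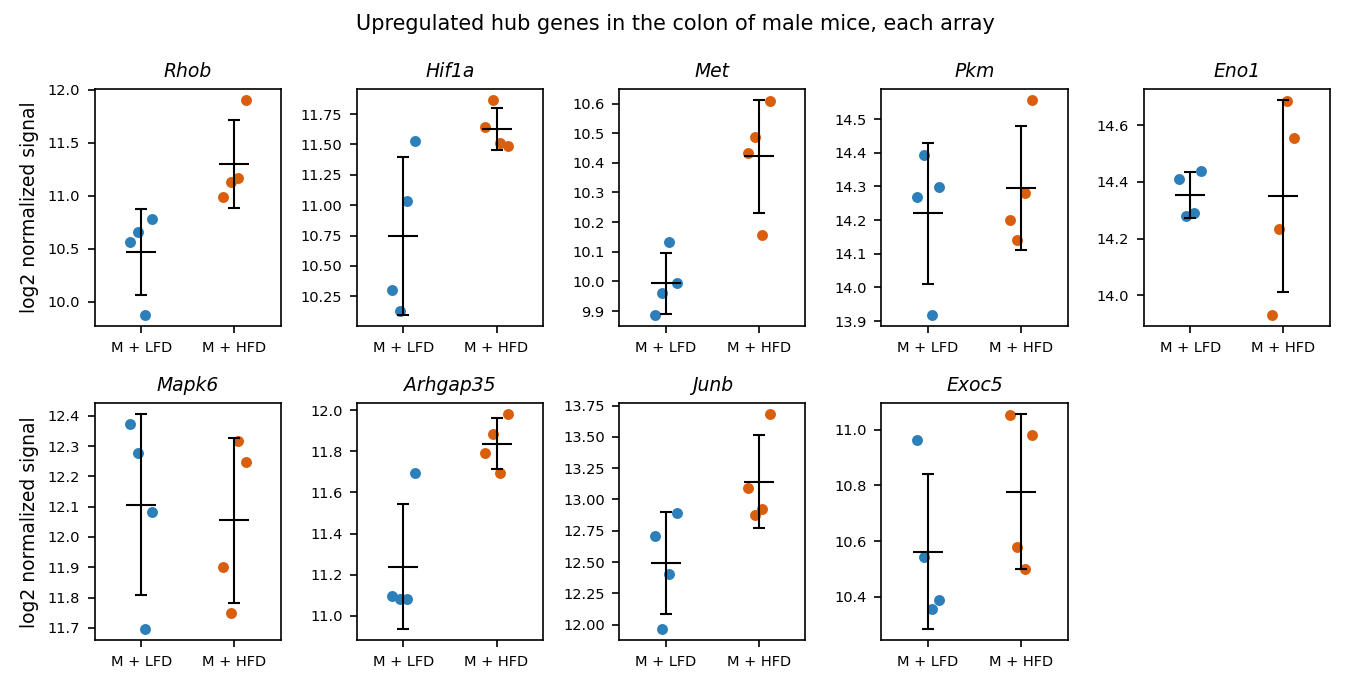
Log2 normalized signal of 9 up-regulated hub genes on each male array, with a horizontal line at the mean and bars of 1 SD (n = 4 arrays per group). The vertical axes do not start at 0 and differ between genes. All HFD points lie above all LFD points for Rhob and Met, and the points overlap for the other genes shown.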

The PPI network of downregulated DEGs included 86 nodes and 87 edges. The top 10 male-specific downregulated hub genes with higher degrees were filtered, including *Irf7, B2m, H2-K1, Helz2, Ddx58, Ifi47, Cd3d, H2-Q7, Cd3g*, and *Lgals3bp* (Fig. 6B).

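All 10 of these genes were lower in M + HFD than in M + LFD, and limma and the methods' t-test each called 8 of them. The largest changes were those of Ifi47 (NM_001271676, -1.50, exact p = 0.0857), Irf7 (NM_016850, -1.42, 13.27 ± 0.33 against 14.69 ± 0.87, SD, n = 4 each, exact p = 0.0286) and Lgals3bp (NM_011150, -1.09, 13.54 ± 0.21 against 14.64 ± 0.51, SD, n = 4 each, exact p = 0.0286). Ddx58 changed by -0.95 and B2m by -0.79 (exact p = 0.0571 each), Cd3g by -0.65 (exact p = 0.0857), Helz2 by -0.61 (exact p = 0.0286) and H2-K1 by -0.60 (exact p = 0.0571). A second probe of Helz2 changed by 0.01. Cd3d (-0.58, exact p = 0.0286) and H2-Q7 (-0.55, exact p = 0.0571) stayed under the fold change threshold, and 2 further probes of H2-Q7 passed it (-0.67 and -0.73). The H2 genes are close in sequence, and hybridization of 1 probe to several of them was not tested. The calls of Irf7, B2m, Ifi47 and Lgals3bp held with any 1 array left out. With the anterior Hox score of each array as a covariate, a setting chosen after seeing the data, Lgals3bp alone was still called (-1.15), and Irf7 (-0.99), B2m (-0.65), Ifi47 (-1.12), Ddx58 (-0.91), Cd3g (-0.45), H2-K1 (-0.43) and Helz2 (-0.45) were not. Ddx58 lost its call without 3 arrays in turn, and Cd3g, H2-K1 and Helz2 did so without 4, 4 and 3, with values up to -0.85, -0.52, -0.48 and -0.44. Only 4 genes were separated between the diets in males. All 10 passed 0.05 adjusted over the list alone (limma, Benjamini-Hochberg) and 0 over all genes tested, and the first count is not independent evidence, since the study chose this list too on these samples. The median was -0.72 in males, -0.41 in females and 0.02 in OVX females, where the sign depended on the scaling (-0.11 after scaling to the 75th percentile).

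**Figure D2:**
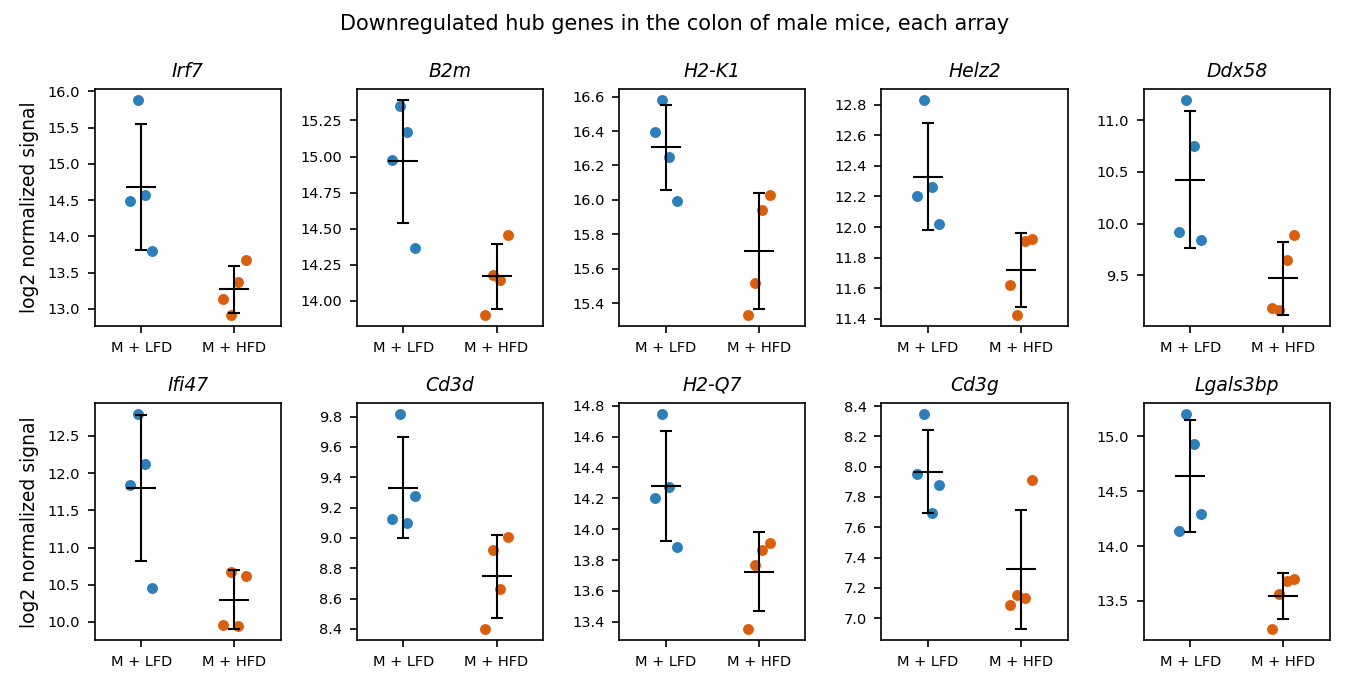
Log2 normalized signal of the 10 down-regulated hub genes on each male array, with a horizontal line at the mean and bars of 1 SD (n = 4 arrays per group). The vertical axes do not start at 0 and differ between genes. All HFD points lie below all LFD points for Irf7, Helz2, Cd3d and Lgals3bp.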

**Figure 6:**
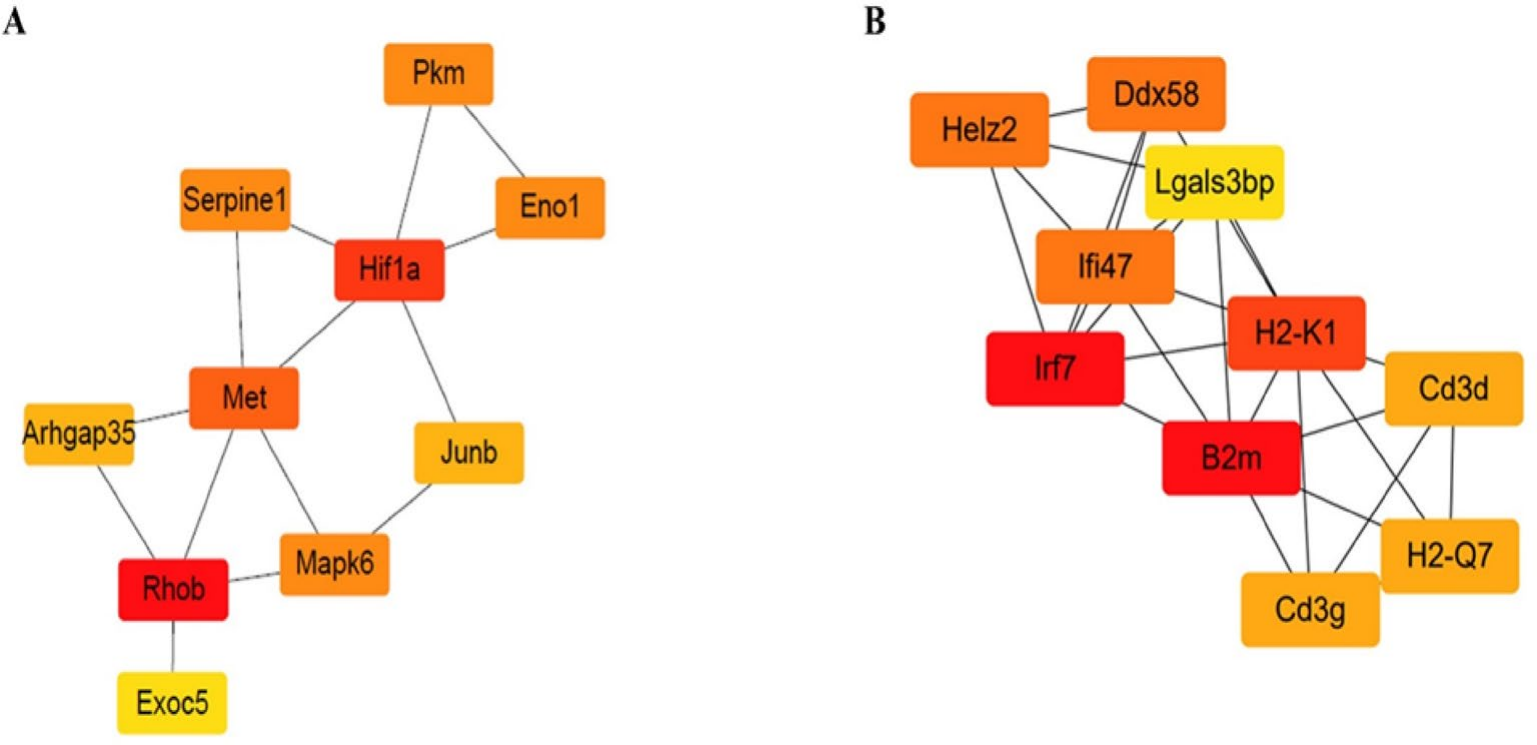
Top 10 hub genes among the (**A**) upregulated and (**B**) downregulated DEGs in male mice. The top 10 hub genes were screened by cytoHubba according to degree. Red color represents the highest degree, and yellow color represents the lowest degree.

### Sex-specific changes in the composition of gut microbiota in response to HFD

Effects of sex and diet, and their interactions on the composition of gut microbiota were determined by two-way ANOVA at each level of microbial taxonomy (Fig. 7). At the class level, diet had a significant effect on the Deltaproteobacteria [F(1,12) = 8.97, p = 0.011]. At the order level, diet had a significant effect on the relative abundance of Desulfovibrionales [F(1,12) = 8.97, p = 0.011]. At the family level, diet had a significant effect on the relative abundance of Desulfovibrionaceae [F(1,12) = 8.97, p = 0.011] and Odoribacteraceae [F(1,12) = 10.20, p = 0.007]. There were significant effects of both sexes [F(1,12) = 7.07, p = 0.021] and diet [F(1,12) = 10.61, p = 0.007] on the relative abundance of the family Prevotellaceae. We also observed significant effects of both sex [F(1,12) = 5.04, p = 0.044] and diet [F(1,12) = 8.52, p = 0.013] on the relative abundance of the family Bifidobacteriaceae. The proportion of Deltaproteobacteria (class level), Desulfovibrionales (order level), and Desulfovibrionaceae (family level), corresponding to sulfate-reducing bacteria, significantly increased in the M + HFD group compared to that in the M + LFD group. At the genus level, taxa with significant interaction effects between sex and diet included *Ruminococcaceae_uc* [F(1,12) = 7.20, p = 0.012] and *Turicibacter* [F(1,12) = 16.34, p = 0.002]. Diet had a significant effect on the relative abundance of bacterial genera, including *Odoribacter* [F(1,12) = 10.20, p = 0.008] and *Parvibacter* [F(1,12) = 6.02, p = 0.030]*.* In the male group, the ratio of *Odoribacter* was significantly increased by HFD, and the ratio of *Parvibacter* was significantly decreased. At the species level, a significant effect of interaction of sex and diet was noticed on the relative abundance of *Bifidobacterium_uc* [F(1,12) = 18.65, p = 0.001].

**Figure 7:**
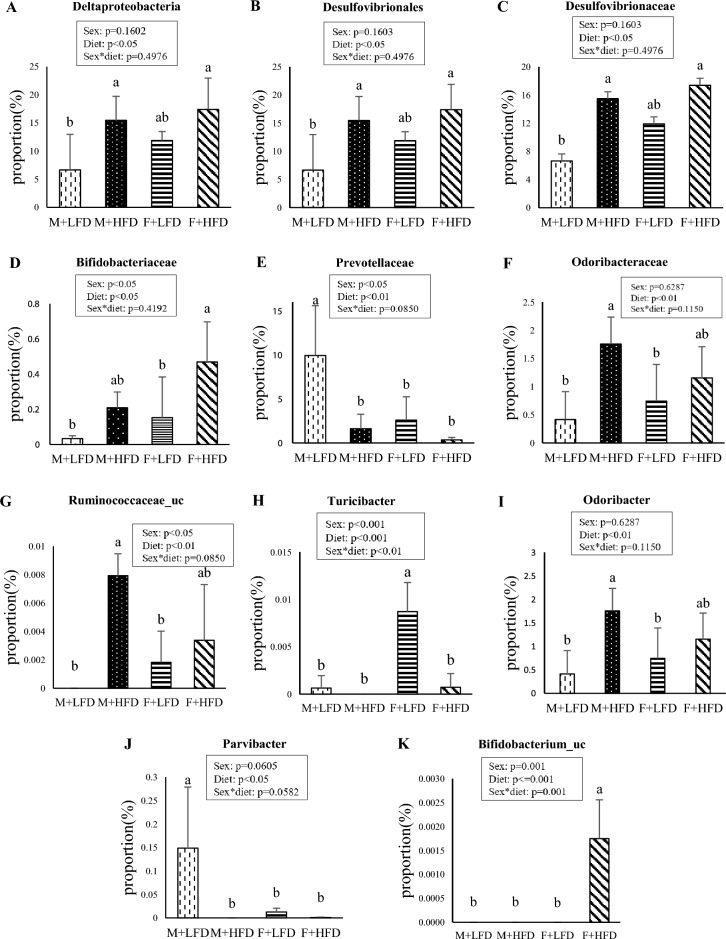
Effects of sex and diet and their interactions on gut microbial composition at (**A**) class, (**B**) order, (**C**–**F**) family, (**G**–**J**) genus, and (**K**) species levels. Results were analyzed using two-way ANOVA and are expressed as mean ± standard deviation (SD). The p-values for main effects owing to sex and diet and their interaction are reported in box. Bars labeled with different letters are significantly different based on Duncan's multiple range tests (*p* < 0.05).

### Correlation of bacteria at family, genus, species levels with the number of tumors and weight of adipose tissue

*Ruminococcaceae_uc* (genus level), the abundance of which was significantly increased by HFD in the male group, showed a positive correlation with the number of colon tumors (R = 0.55) (Table 2). The abundance of *Turicibacter* (genus level) was significantly higher in the F + LFD group than in all other groups, and relative abundance of *Turicibacter* showed a negative correlation with the weight of whole white adipose tissue (R = − 0.48). Odoribacteraceae (family level) and *Odoribacter* (genus level), which were significantly increased by HFD in the male group, showed a positive correlation with the weight of whole white adipose tissue (R = 0.42).

**Table 2:** Correlation of bacteria with the number of tumors and weight of adipose tissue.

Taxa		Number of tumors* (R value)	Weight of adipose tissue* (R value)
Family	Odoribacteraceae		0.4244
Genus	Ruminococcaceae_uc	0.5519	
	Odoribacter		0.4244
	PAC000198_g		− 0.5676
	PAC001512_g		− 0.4197
	PAC002390_g		0.4962
	Turicibacter		− 0.4773
Species	PAC000701_s		
	PAC001060_s		
	EU791023_s		− 0.4189
	PAC001075_s		− 0.5680
	PAC001078_s		− 0.4803
	PAC002390_s		0.4962
	PAC002410_s		
	PAC001637_g_uc		0.4381
	PAC001713_s		0.5552
	Parabacteroides_uc		− 0.4451

*Pearson correlation coefficients (r) were obtained to determine the relationships between bacteria and the number of tumors or weights of adipose tissue using Pearson's correlation analysis. Significance was set at *p* < 0.05.

### Functional differences in the gut microbiota between male and female mice

The potential functions of gut microbiota that showed compositional differences were determined using the PICRUSt and MinPath algorithms and are presented in Fig. 8A. Microbial gene functions, lipopolysaccharide biosynthesis, and phosphoinositide-3-kinase–Akt signaling pathway were significantly higher in the M + LFD group than in the F + HFD group (Fig. 8B). Microbial gene functions, AMP-activated protein kinase signaling pathway, and retinoic acid-inducible gene I-like receptor signaling pathway were significantly lower in the M + LFD group than in the F + HFD group (Fig. 8B).

**Figure 8:**
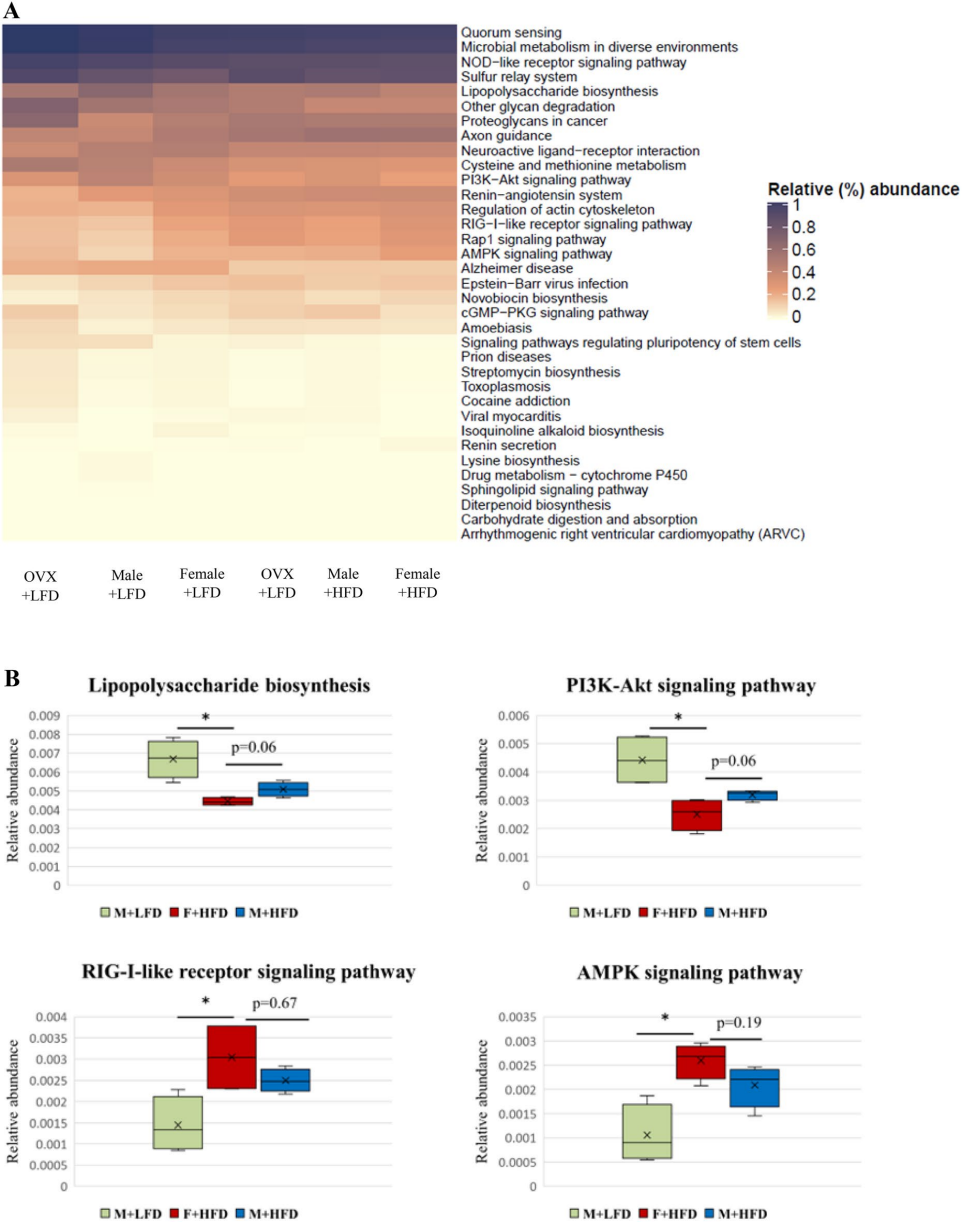
(**A**) Heatmap of metabolic pathways of all experimental groups obtained from PICRUSt analysis of 16S rRNA gene sequence data. Pathways are colored based on their abundance relative to that of all measured genes. (**B**) Boxplots showing the significantly different KEGG pathways between male and female mice.

## Discussion

In this study, the number of colon tumors in the M + HFD group was significantly higher than that in all female groups. The effect of sex on the number of colon tumors and the effect of interaction between sex and diet were significant. This may support the findings of previous epidemiological studies showing that the correlation between obesity and colorectal cancer was stronger in men than in women^32,33^. We also found that the expression of MUC2 that forms the protective mucus layer in the large intestine was significantly higher in all female groups than in the M + HFD group. *MUC2* knockout mice have been previously found to be more susceptible to colon tumorigenesis, and MUC2 deficiency resulted in increased cell proliferation, reduced apoptosis, and elevated c-Myc levels in tumors^34^. The downregulation of MUC2 increases the levels of Ki67 and matrix metalloprotease-9, suggesting an association between MUC2 and cellular proliferation and invasion^35^. Induction of murine colorectal cancer through oncogenic K-Ras expression results in a significant reduction of MUC2 expression in HFD group compared to that in the normal diet-fed group^36^. In Winnie mice, *MUC2* mutations cause endoplasmic reticulum stress in intestinal goblet cells, resulting in depletion of the mucus barrier and increased bacterial translocation leading to spontaneous colitis^37^. Taken together, this study reveals that diet- and sex-specific changes in MUC2 expression may be associated with an increased risk of colorectal cancer.

In this study, male-specific upregulated DEGs were mainly involved in cancer-related pathways, such as cytokine–cytokine receptor interaction, HIF-1 signaling, and central carbon metabolism. Indeed, obesity-induced chronic inflammation is a major link between obesity and colorectal cancer^19^. Inflammatory cytokines such as interleukin (IL)-6, tumor necrosis factor alpha, and CC motif chemokine ligand 2 produced in adipose tissue are major factors that induce adiposity-related chronic inflammation^38,39^. Specifically, IL-6 is overexpressed in colorectal cancer tissues, and an increase in serum IL-6 concentration has been found to correlate with an increase in tumor size and reduced survival rate^40^. HIF-1 is a key factor that regulates cellular adaptation to hypoxia, and elevated HIF-1 levels are strongly correlated with tumor metastasis, angiogenesis, and poor patient prognosis^41^. To determine the major genes that play a role in HFD-linked colorectal cancer development, male-specific upregulated hub genes were selected using the degree algorithm of the cytoHubba plug-in. The top 10 hub genes were *Rhob, Hif1a, Met, Pkm, Eno1, Mapk6, Serpine1, Arhgap35, Junb*, and *Exoc5*. The expression of RhoB is increased by stress-induced signaling events, such as lipopolysaccharides, inflammatory cytokines, and growth factors^42^. An increased RhoB expression contributes to the development of ulcerative colitis by regulating cell signals and inducing changes in intestinal microbial composition and metabolites^43^. *Met* expression is significantly increased in the early stages of colorectal cancer^44^, and *MAPK6* promotes cancer development by activating Akt in an mTORC2-independent manner^45^. Pyruvate kinase isoenzyme type M2 (PKM2) encoded by *PKM* increases anabolic synthesis of macromolecules through the pentose phosphate pathway and consequently promotes proliferation and growth of cancer cells^46,47^. Taken together, *RhoB, HIF1A, Met, MAPK6*, and *PKM* may play key roles in promoting colorectal tumor formation in males.

In this study, we found that changes in the composition of gut microbes caused by HFD differed according to sex. In the male group, the proportions of *Odoribacter* (genus level) and *Ruminococcaceae_uc* (genus level) were significantly increased, and the abundance of *Parvibacter* (genus level) was significantly decreased by HFD. In the female group, however, the proportions of Bifidobacteriaceae (family level) and *Bifidobacterium_uc* (species level) were significantly increased, and the abundance of *Turicibacter* (genus level) was significantly decreased by HFD. The proportion of *Odoribacter* has been found to be higher in AOM/DSS-treated mouse model of cancer than in control mice^48^, and patients with colorectal cancer show the same pattern^49^. We observed a positive correlation between *Odoribacter* and the weight of whole white adipose tissue, suggesting that *Odoribacter* may play a role in tumor formation in males. Ruminococcaceae is increased in patients with colorectal cancer compared to that in healthy people^50^. Moreover, the proportion of Ruminococcaceae is increased in HFD-fed mice compared to that in mice fed a chow diet^51^. Since we observed a positive correlation between *Ruminococcaceae_uc* and the number of colon tumors, *Ruminococcaceae_uc* seems to be closely related to tumor formation in males. *Parvibacter* improves the function of gut barrier, increases the expression of ZO-1 corresponding to the tight junction protein, and reduces the entry of LPS into the body^52^. The proportion of *Parvibacter* is negatively correlated with body weight and weight of white adipose tissue^53^. In our study, the abundance of *Parvibacter* decreased significantly in the M + HFD group compared with that in the M + LFD group. This indicates that a decrease in *Parvibacter* ratio may also have contributed to tumor development in males. In addition, we found that the abundance of sulfate-reducing bacteria, including Deltaproteobacteria (class level), Desulfovibrionales (order level), and Desulfovibrionaceae (family level), was significantly increased by HFD in the male group. Hydrogen sulfide produced by sulfate-reducing bacteria can promote cancer development by inducing oxidation and DNA damage^54^. In mice with aberrant colonic crypt induced by AOM, significant increases in Deltaproteobacteria and Desulfovibrionales have been observed in the HFD group compared to that in the control diet group^55^. Taken together, sulfate-reducing bacteria may also play a role in tumor development.

*Bifidobacterium_uc* that belongs to the family Bifidobacteriaceae was significantly more abundant in the F + HFD group than in all other groups, and *Turicibacter* was significantly more abundant in the F + LFD group than in all other groups. In mice, *Bifidobacterium* and *Turicibacter* have been reported to be more abundant in females than in males^48^. Bifidobacteriaceae increases the production of short-chain fatty acids and strengthens the function of gut barrier^56^. *Turicibacter* has been reported to have a positive correlation with the butyric acid production^57^. Moreover, the abundance of *Turicibacter* has been found to be decreased in animal models of inflammatory bowel disease^58,59^ and in HFD-induced obese mice^60^. In our study, *Turicibacter* was negatively correlated with the weight of whole white adipose tissue. Therefore, *Turicibacter* may have a diet-dependent effect on sex differences in colorectal cancer. In addition, our results showed the F + HFD group possessed less microbiota involved in tumor-promoting pathways and more microbiota involved in tumor-suppressing pathways than did the M + LFD group, suggesting the possible involvement of gut microbiota in colon carcinogenesis.

The strength of this study lies in its capacity to provide indispensable data essential for tailored colorectal cancer prevention and treatment, extending beyond the consideration of estrogen levels and incorporating a genomic perspective. It aims to elucidate the mechanisms contributing to the higher incidence of colorectal cancer in men and the possible increase in postmenopausal women compared to their premenopausal counterparts. A limitation, however, is that the selection of genes and bacteria is based on group-to-group comparisons. To identify actionable targets, it would be necessary to delve further into functional studies to establish causality.

In summary, high-fat diet accelerates colorectal tumor formation in male mice not in both ovary intact or ovariectomized female mice suggesting estrogen depletion might not be solely responsible for increased tumor formation. The number of HFD-modulated group-specific DEGs was 290 for males, 64 for females, and 137 for OVX females. Genes up-regulated HFD males include pathways related to cytokine-cytokine interaction, HIF-1 signaling pathway, central carbon metabolism in cancer, all of which are positively associated with cancer development. Sex-specific alterations in gut microbial composition in response to HFD in males involve elevated proportions of *Odoribacter* and *Ruminococcaceae_uc*, accompanied by a reduction in *Parvibacter*.

## Methods

### Animals and experimental design

In this study, we employed a high-fat diet-induced obesity model to explore the influence of sex hormones and genes as factors contributing to sex-specific differences in obesity-related colorectal cancer. We also investigated their associations with the composition of gut bacteria. This choice of model was made in preference to commonly used genetically modified obesity models, such leptin-deleted ob/ob, leptin receptor-deleted db/db or adiponectin-deleted model. The decision was based on previous reports suggesting that leptin and its receptor, as well as adiponectin, possess signaling capabilities that promote the development of colorectal tumors^61–63^. Simultaneously, we considered the composition of gut microbiota, which can be significantly altered by dietary factors. This parameter served as another indicator of the mechanisms at play, further justifying the used of the diet-induced obesity model as a more human-relevant approach. Seven-week-old male and female C57BL/6J mice purchased from Charles River Laboratories (Yokohama, Japan) were housed in plastic cages (2 ~ 3 mice/cage) under controlled temperature (21 ± 2 °C), humidity (50 ± 10%) and light (12 h light/dark cycle) conditions. After one-week acclimatization, sham surgery was performed on male mice (n = 14), and ovariectomy (n = 17) or sham surgery (n = 19) was performed on female mice. After 14 days of recovery period, male, female or ovariectomized female animals were allocated into two dietary groups: a low-fat diet (LFD; 10 kcal% fat) group or a HFD (45 kcal% fat) diet group (Fig. 9). The experimental groups included M + LFD (n = 6), M + HFD (n = 8), F + LFD (n = 10), F + HFD (n = 9), OVX + LFD (n = 9), and OVX + HFD (n = 8). After sorting by body weight, mice were alternately allocated into two groups in descending order to ensure similar baseline average body weight in both LFD group and HFD group. Colitis-associated colorectal cancer was induced by a single intraperitoneal injection of 10 mg/kg azoxymethane (AOM) at day 15, followed by 1.5% (w/v) DSS in drinking water starting one week after AOM injection. Mice received three cycles of DSS treatment, each consisting of 5 consecutive DSS supply at 10-day intervals. A healthy control group was not included in this study, as the primary objective was to investigate hormonal and genetic determinants in colitis-associated CRC. The experimental diet was supplied for 14 weeks and body weight and food intake were measured three times a week. At 75 days after AOM injection, mice were sacrificed under anesthesia using a 2:1 mixture of Zoletil (Virbac, Magny-en-Vexin, France) and Rompun (Bayer, Seoul, Republic of Korea). We used the “weight loss exceeding 20% of the initial weight” as the humane end point. Colon tissues from the anus to below the cecum were excised using scissors and opened longitudinally along the main axis^64^.Feces were washed with phosphate-buffered saline, and the colons were laid flat on a glass plate. The total number of tumors (nodular, polypoid, or caterpillar-like) in the entire colon was counted^65^. After macroscopic evaluation of tumors, approximately 1 cm of the distal colon (1.5 cm proximal to the anus) was fixed with formalin at room temperature for histological analysis (n = 4). We selected the four animals with the closest average body weight for each group. Rest of the distal colon was immersed in RNA later (Thermo Fisher, Waltham, MA, USA) solution for microarray analysis (n = 5) and stored at -80 °C. Fecal samples were collected from all the animals in each group three days before sacrifice and stored at − 80 °C until further analysis. The sample size was determined through power analysis based on the number of colon tumor, which served as a primary outcome. This study was approved by the Institutional Animal Care and Use Committee of the Sookmyung Women’s University, Seoul, Republic of Korea (SMWU-IACUC-2012–015-02) and followed the Korean Institutional Animal Care and Use Committee (IACUC) guidelines (Korea Food & Drug Administration, Chungju, Republic of Korea). This study is reported in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

**Figure 9:**
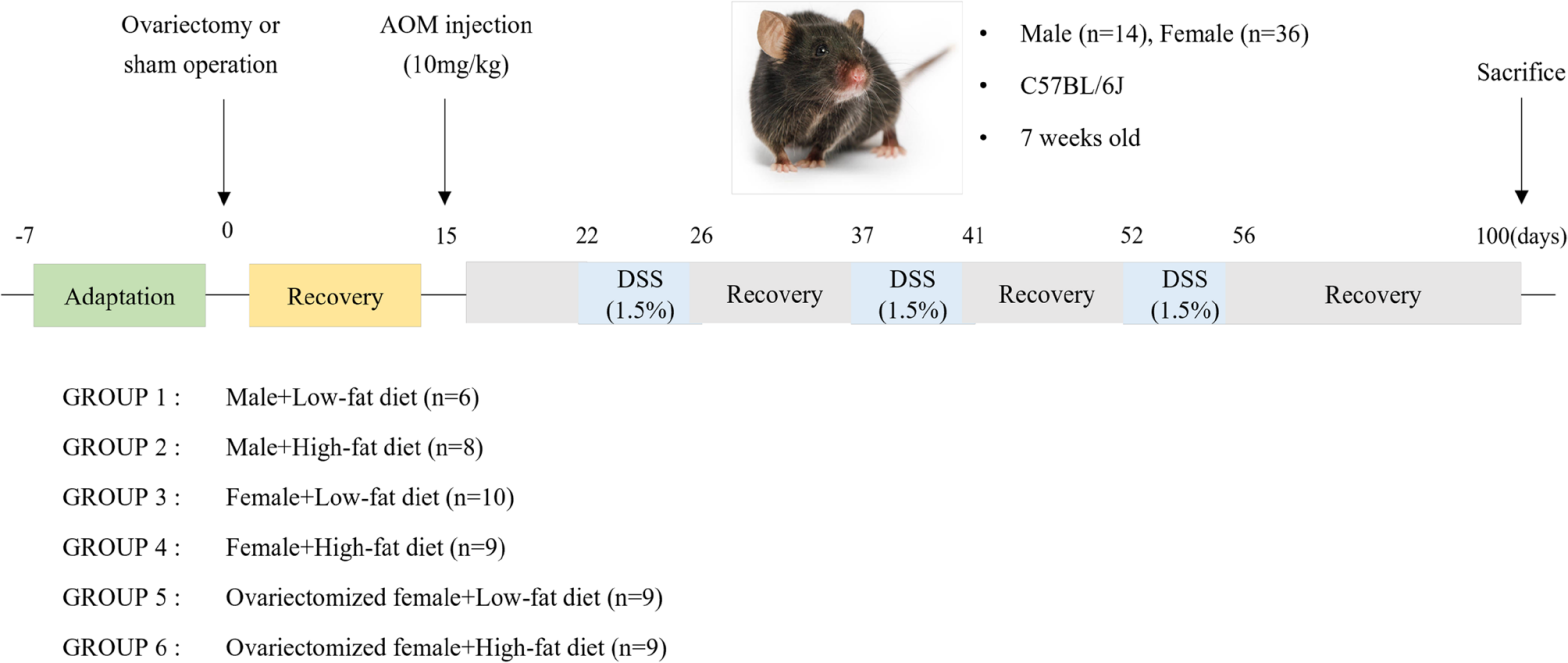
Experimental design of the study.

### Immunohistochemical analysis

Immunohistochemical staining was performed on colon tissue samples (n = 4 per group). We selected four animals with the closest average body weight for each group. Colon tissues were fixed in 10% buffered formalin and embedded in paraffin. Paraffin-embedded sections (5 µm) were analyzed using rabbit anti-MUC2 antibody (Abcam, Cambridge, MA, USA). Slides were examined using an Olympus BX51 microscope (Olympus, Tokyo, Japan) at 20–400 × magnification. Quantitative analyses were performed using the Image-Pro 10 program, and the ratio of positively stained area to the total area was calculated for each sample. Three random scans per section were analyzed and averaged.

### Microarray analysis and identification of DEGs

Colon tissue microarray analysis was conducted using five animals from each group, selected based on the closest average body weight. Total RNA was extracted from colon tissues using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). RNA purity was assessed from the ratio of absorbances at 260 and 280 nm using a ND-2000 NanoDrop (Thermo Fisher Scientific, USA), with values between 1.7 and 2 considered acceptable. Total RNA integrity was checked using an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), with an RNA Integrity Number value ≥ 7. Raw data were extracted using the Agilent Feature Extraction Software (v11.0.1.1) and were summarized for the same gene automatically using the Agilent feature extraction protocol to generate a raw data text file, providing expression data for each gene probed on the array. Array probes with Flag A in samples were filtered out. The selected gProcessedSignal value was logarithmically transformed and normalized using the quantile method. Statistical significance of the expression data was determined using fold change and independent *t*-test, in which the null hypothesis was that no difference existed among groups. Fold change ≥ 1.5 and *p*-value < 0.05 were regarded as the cut-off criteria to determine DEGs. Three comparison groups of DEGs were generated: M + LFD vs. M + HFD, F + LFD vs. F + HFD, and F(OVX) + LFD vs. F(OVX) + HFD. We generated a Venn diagram that showed the relationships among DEGs in these three pairwise comparison groups.

### Functional enrichment analysis of DEGs

The KEGG database contains network-related information on genes and molecules^66^. In our study, KEGG enrichment analysis was performed using the g:Profiler tool (https://biit.cs.ut.ee/gprofiler/) to map DEGs to specific biochemical pathways in the KEGG database^67^. The statistical significance of KEGG pathways was determined using genes with false discovery rate (FDR) < 0.05, and the enrichment score [− log10 (FDR)] was calculated. The top ten KEGG pathways were sorted in descending order based on the enrichment score. When multiple pathways had the same enrichment score, more than 10 pathways were selected.

### Construction of PPI network and hub gene identification

To confirm the interactions among DEGs, a PPI network was constructed using the STRING database (https://string-db.org). The criterion for PPI network included a confidence score ≥ 0.4. In a PPI network, each gene is represented as a node, and the interactions between genes are represented by edges^68^. Degree represents the number of edges connected to a given node, and nodes with a high degree are commonly referred to as hub genes^69^. In our study, hub genes were selected in the order of high-degree scores using the degree algorithm of cytoHubba that identifies hub objects and subnetworks in a complex interactome^70^.

### Analysis of the gut microbiota

Fecal bacterial DNA was extracted using a QIAamp DNA Stool Mini Kit (Qiagen, Hilden, Germany). Amplification by polymerase chain reaction (PCR) was performed using primers targeting the V3–V4 region of the 16S rRNA gene. Thermal cycling consisted of an initial denaturation at 95 °C for 3 min, followed by 25 cycles of denaturation at 95 °C for 30 s, annealing at 55 °C for 30 s, and extension at 72 °C for 30 s, and a final elongation at 72 °C for 5 min. Non-target products were removed using CleanPCR (CleanNA), and the quality and size of PCR products were confirmed using a Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA). Mixed amplicons were pooled and sequenced using an Illumina MiSeq Sequencing system (Illumina, San Diego, CA, USA). Data analysis was performed using the EzBioCloud database (ChunLab Inc., Seoul, Republic of Korea). Based on 16 s rRNA gene sequences, differences in the composition of gut microbiota between experimental groups were verified, and the potential function of gut microbiota was predicted using the PICRUSt and MinPath algorithms. The basic functional profiles were estimated using PICRUSt, and MinPath was used to predict the metabolic pathways. MinPath is used to minimize the number of pathways required to map all functions by handling the problem of pathway redundancy. KEGG pathways that were differentially expressed in all experimental groups were identified and visualized as a heatmap.

### Statistical analysis

Statistical analysis was performed using SAS 9.4 program (SAS Institute Inc., Cary, NC, USA), and all values are presented as mean ± standard deviation (SD). Data were analyzed using one-way analysis of variance (ANOVA) or two-way ANOVA followed by Duncan's multiple range test. *p* < 0.05 was considered statistically significant. Two-way ANOVA was performed on the four groups (M + LFD, M + HFD, F + LFD, and F + HFD) to determine the main effects of sex and diet separately and their interactions. The Mann–Whitney U-test was used to compare differences between two groups without normal distributions, and the Kruskal–Wallis H test (non-parametric ANOVA) was used to compare differences between more than two groups. Correlations between the relative abundance of gut bacteria and the number of tumors or weight of adipose tissue were evaluated using the Pearson’s correlation test.

### Ethics approval

The protocols involving mice were approved by the Institutional Animal Care and Use Committee of Sookmyung Women`s University, Seoul, Republic of Korea (SMWU-IACUC-2012-015-02).

## Data Availability

The datasets generated by microarray experiments and analyzed during the current study are available in the Gene Expression Omnibus database GEO GSE239516. Other raw data sets generated during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

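Gene expression was measured in colon RNA of 24 mice, 4 in each of M + LFD, M + HFD, F + LFD, F + HFD, F(OVX) + LFD and F(OVX) + HFD. The paper's methods give 5 animals per group for this experiment. Sex, surgery, diet and replicate number were taken from the sample labels. The authors hybridized each RNA to an Agilent 1-color mouse array, scanned it and extracted the spots with Feature Extraction 11.0.1.1. The deposited values are spot intensities on a linear scale, with the background subtracted and spatial trends removed within each array, before any log transformation or normalization between arrays. The authors also deposited the median intensity of each spot and of its local background, and flags of 0 or 1 for spots that are well above background, saturated or outliers.

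The depth of an array was taken as its signal over background. Between 40.5% and 61.9% of probes were well above background per array, and 16429 of 56605 probes were so on no array. Fewer probes were seen on F + HFD replicate 2 (43.6%) and F(OVX) + LFD replicate 3 (40.5%) than on the other arrays of their groups. The number of arrays limits the precision of every difference.

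Control spots were left out, and the processed signal was log2-transformed and quantile-normalized over the 24 arrays. Outlier spots were set to missing after the normalization. Spots of the same probe were averaged (300 probes were spotted 10 times). The files named probes by accession, and 32994 probes (58.3%) were given a symbol by matching the accession without its version to a gene table of the mouse assembly GRCm38.p6, for 22911 symbols in all. Other probes kept their accession, for 45616 gene names. Gene names had been planned from a column that these files did not hold. No coordinates are given, because the array's annotation and the gene table use different assemblies. A gene was represented by its brightest probe over the 24 arrays, and it was tested if that probe was well above background on all 4 arrays of either group compared. For a gene well above background on no array of 1 group, the change is given as a bound and not as a fold change.

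Each comparison of HFD with LFD was fitted on its own 8 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3. A gene was counted as a DEG at a fold change of at least 1.5 and an unadjusted p under 0.05, the thresholds of the study, and p-values adjusted by the Benjamini-Hochberg method are given beside them. Differences between the diet effects, and their average, were tested as contrasts in 1 fit of all 24 arrays. Single genes and lists were compared by exact permutation of the diets over 70 assignments, two-sided, with a smallest p of 0.0286. No permutation of the diets, within a group or between groups, took the replicate number of the female arrays into account. The genes named in the text are those the paper names, Muc2, Il6, Tnf and Ccl2, the 5 with the largest change among the separated DEGs of each comparison, genes shared by a pair of comparisons where there were 5 or fewer, and sex-linked genes. This rule, the main settings, the gene lists and most of the alternatives were fixed before the data were examined. The 22 lists covered the hub genes of the study, cytokines and receptors, the hypoxia response, glycolysis, MHC class I, interferon-stimulated genes, T cells, B and plasma cells, myeloid cells, smooth muscle, fibroblasts, epithelium, goblet cells, absorptive colonocytes, adipocytes, enteric neurons and glia, Wnt targets and tumor genes, proliferation, immediate-early genes, PPAR targets and fat oxidation, and fatty acid synthesis. They were tested with camera at a preset correlation of 0.01 between genes, with an estimated correlation and with fry. The Hox lists were written after the first results were seen. The anterior Hox score used as a covariate was the mean of Hoxb4, Hoxb5, Hoxb6 and Hoxb8 on each array. Each of these genes was higher on M + LFD replicates 1 and 2 than on all 22 other arrays. The other genes of the anterior list were left out of the score, so it carries the pattern that it adjusts for. KEGG and STRING were not used here. The values of 1 hub gene are not reported here. Tumor counts, MUC2 staining and fecal bacteria were not analyzed here.

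The sex in the labels was checked on the arrays. Xist read between 2.04 and 2.28 on the 8 male arrays and between 8.77 and 9.70 on the 16 female arrays. Ddx3y, Kdm5d and Uty were well above background on all 8 male arrays and on no female array, and Eif2s3y on 8 male and 2 female arrays. Each slide held 1 sex or surgery, with LFD in row 1 and HFD in row 2. The replicate number was the column on the slide. Deviations from the group means correlated between same-numbered arrays at r = 0.29, 0.42, 0.58 and 0.26 in females. Between differently numbered female arrays r ranged from -0.57 to 0.44, so the values do not establish that the numbers pair the arrays. Some tests treated same-numbered female arrays as pairs all the same. Whether their correlation comes from the slide column or from another step with the same order was not tested. In males r was 0.01, -0.26, 0.00 and -0.02, and in OVX females 0.33, -0.07, 0.32 and 0.25.

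The tests were tried on simulated data, drawn for each gene independently from a normal distribution with its mean and SD, with 200 genes changed 4-fold. Limma called 97.5% of them as DEGs in males, 96.5% in females and 99.0% in OVX females, and 83.0%, 85.0% and 87.0% at an adjusted p under 0.05. Of the unchanged genes, 516, 545 and 449 were also called as DEGs, whereas the real female comparison gave 264 DEGs in all. The simulated data lack the deviations that genes of 1 array share, so the shares recovered do not measure recovery in the real data. For the contrasts the 200 genes were changed in M + HFD alone, and 72.5% were found at an adjusted p under 0.05 for males against females and for males against OVX females. Recovery for OVX females against females was not tested. Alternatives covered the normalization, the background correction, the filter on dim probes, the probe or probes that represent a gene, outlier spots, an intensity trend, the arrays in the fit, the replicate number as a block, the methods' t-test, the fold change of unlogged means, the set tests and each array left out in turn.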

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

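The tests of T cells, of the slide row, of the time before freezing and of the genes called without F + HFD replicate 2, the normexp setting and the fit with Hox genes were chosen only after the results were seen. In 11 of 294 groups of 4 arrays, 1 array lay far from the other 3, by the ratio of its gap to the nearest array to the whole range. Chance gives this in about 1 in 20 groups, here 14.7. The share of probes well above background was 43.6% on F + HFD replicate 2 and between 52.6% and 53.2% on the other arrays of its group (ratio 0.936). Without this array 205 DEGs were called in females instead of 264, within 1.5-fold, which argues against its low signal as the source of that number. Whether it decided which genes were called stays open, since 117 of the 264 were still called (44.3%), against 39.4% to 75.8% without each other female array. The mean score of the up-regulated hub genes was 0.46 on M + HFD replicate 4 against 0.03 to 0.09 (ratio 0.848), that of the interferon-stimulated genes 0.82 on F + LFD replicate 1 against 0.15 to 0.20 (0.924), and that of the adipocyte genes -1.97 on M + HFD replicate 2 against -0.52 to -0.37 (0.902). Proliferation scored -0.02 on F + LFD replicate 1 against 0.60 to 0.69 (0.874), and PPAR targets and fat oxidation -0.65 on F + HFD replicate 3 against -0.03 to 0.06 (0.874). The log2 signals apart from their groups were those of Hif1a on F(OVX) + HFD replicate 2 (10.72 against 11.57 to 11.71, ratio 0.859), Eno1 on F(OVX) + HFD replicate 3 (14.51 against 14.18 to 14.23, 0.839), Arhgap35 on M + LFD replicate 4 (11.70 against 11.08 to 11.10, 0.975), Cd3g on M + HFD replicate 4 (7.91 against 7.09 to 7.15, 0.918) and Muc2 on F + HFD replicate 3 (16.28 against 17.00 to 17.12, 0.859). Without these last 3 arrays in turn, the diet differences were 0.75 for Arhgap35 in males, -0.84 for Cd3g in males and 0.16 for Muc2 in females. No biological explanation was tested for single arrays.

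The effect of diet on a list of genes differed between groups of mice in 8 of 66 tests at an unadjusted p under 0.05, and in 0 after Benjamini-Hochberg adjustment. The tests permuted the diets within both groups, 4900 times, and were exact and two-sided. They ignored the replicate number, although same-numbered female arrays deviated from their group means together. Differences between same-numbered arrays were not tested. Males and females differed in the immediate-early genes (exact p = 0.000816, adjusted p = 0.0539, difference of medians 1.06) and the up-regulated hub genes (exact p = 0.00980). Males and OVX females differed in the up-regulated hub genes (exact p = 0.00571), goblet cell genes (exact p = 0.00612), immediate-early genes (exact p = 0.0233) and down-regulated hub genes (exact p = 0.0469). OVX females and females differed in the epithelial (exact p = 0.0233) and goblet cell genes (exact p = 0.0335). Some directions depend on the processing. After scaling to the 75th percentile, the epithelial list rose in females (0.18 instead of -0.08), as did the goblet cell list (0.27 instead of -0.14) and the up-regulated hub list (0.01 instead of -0.05), and the down-regulated hub list fell in OVX females (-0.11 instead of 0.02). The goblet cell median in males was -0.40, and 0.02 without M + HFD replicate 1.

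All 17 immediate-early genes tested rose in males (median 0.60) and all 17 fell in females (-0.45), and 2 of the 18 listed are hub genes that the study picked. An effect of the slide row common to the slides would move both sexes the same way, and the difference between them (p = 0.000816 in the exact permutation test) argues against it. A time between death and freezing that differed between the diets could produce the difference of 1.06, and so could the diet itself, since times of collection are not in the files. These explanations cannot be told apart, and neither can sex and slide.

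Among the 25 genes that the paper names or that were looked up beside them, adjusted over that list alone, the diet effect differed between males and females for Rhob (difference 1.08, adjusted p = 0.0313) and Junb (1.18, adjusted p = 0.0313), and between OVX females and females for Helz2 (1.00, adjusted p = 0.0407). It differed between males and OVX females for Rhob (0.99), Hif1a (1.22), Met (0.48), Arhgap35 (0.88), Junb (0.99) and Lgals3bp (-1.22), each with an adjusted p of 0.0309, and for Helz2 (-1.19, adjusted p = 0.00793) and Muc2 (-0.72, adjusted p = 0.0356). These values are from limma with Benjamini-Hochberg adjustment. Adjusted over all 22383 genes, the smallest p-values of the 3 contrasts were 0.975, 1.00 and 0.397. The study chose most of these genes for their change in the same male mice, so the differences are not independent evidence. All 4 HFD arrays lay beyond all 4 LFD arrays in males for Rhob, Met, Helz2 and Lgals3bp, in females for Junb and in OVX females for Helz2. Hif1a, Arhgap35 and Muc2 overlapped between the diets in each group. The second Helz2 probe changed by 0.01 in males, 0.60 in females and 0.38 in OVX females, so on that probe OVX females did not exceed females. No technical explanation was excluded here, because sex and surgery coincide with the slide.

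The paper does not discuss 3 lists whose exact p was 0.0286, with adjusted exact p-values of 0.377. They are the T cell genes in males (median -0.41, 14 of 14 lower), the immediate-early genes in females (-0.45, 17 of 17 lower) and the PPAR targets and fat oxidation genes in females (-0.22, 12 of 17 lower, and -0.05 after scaling to the 75th percentile). A candidate explanation for the fall of the interferon-stimulated and MHC class I lists in males is a smaller number of T cells in the M + HFD pieces. The most abundant genes of the T cell list, Cd247 and Lck, averaged 9.89 and 9.16 in M + HFD and 10.17 and 9.71 in M + LFD, and the study picked 2 of the 14 genes. The interferon-stimulated median fell by 0.61 more than the T cell median, a difference with an exact p of 0.229, so a part of T cells stays open for want of arrays. The position of the piece along the colon, taken as the anterior Hox score of Hoxb4, Hoxb5, Hoxb6 and Hoxb8, was weighed too. With it in the fit, the medians were -1.05 for the interferon-stimulated and -0.40 for the MHC class I genes, so the score did not remove the fall (camera p = 3.7e-13 and 3.8e-09 at the preset correlation, 0.181 and 0.142 at an estimated one, against 0.0702 and 0.0691 without the score). Taken as 1 value per array, the diet effect was -1.06 (standard error 0.45) for the interferon-stimulated and -0.44 (0.20) for the MHC class I genes, and -0.96 (0.60) and -0.46 (0.27) with the score in the fit. For the interferon-stimulated genes position as the whole cause is not excluded, because their effect did not pass the fold change threshold by more than its standard error. For the MHC class I genes this criterion cannot decide, since their effect was under the threshold without the score too. Their effect was not smaller with the score, but position is not excluded for them either.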

How the results depend on the processing

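The settings RefSeq-named genes, normexp on median signals, the methods' t-test combined with a stricter filter and the anterior Hox score as a covariate were chosen after seeing the data. Normexp on mean signals was planned and not run, because the files hold no such column. Among named genes, 714 tests under the alternatives set beforehand kept direction and side of the threshold, 21 lost the call and 6 gained it. With an array left out, 407 did, 47 lost it and 10 gained it. Among lists, 716 kept both, 60 lost the call, 14 gained it and 2 reversed, and 455, 37, 27 and 9 did with an array left out. For the hub genes, the alternatives set beforehand lost 8 calls and gained 4 in 260 tests, left-out arrays lost 24 and gained 8 in 160, and 0 reversed. The Hox covariate lost 10 hub calls and gained 0. Except where stated, the cause was not tested.

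The DEGs in males, females and OVX females numbered 567, 80 and 269 with normexp, with 4 genes shared by males and females, 6 by females and OVX females and 3 by males and OVX females. The methods' t-test, which does not share the spread between genes, gave 489, 126 and 212 DEGs and 3, 3 and 3 shared genes. On probes well above background on all 8 arrays it gave 380, 81 and 156 with 2, 2 and 2, and on all 24 arrays 329, 53 and 150 with 1, 2 and 2. RefSeq-named genes alone, which are fewer, gave 581, 119 and 276, with 3, 6 and 3. Filters change the number of genes tested. Requiring all 8 arrays left 154 DEGs in females. Requiring at least 1 array gave 449 in females and 652 in OVX females, with 14 genes shared by males and females and 10 by males and OVX females, and no filter gave 630, 842, 13 and 17. Counting any probe gave 12 genes shared by males and females and 8 by males and OVX females. For Muc2 in OVX females, it gave 1.22 and the mean of probes 0.75, both called. In 1 fit of all 24 arrays, OVX females had 249 DEGs, males and OVX females shared 9 genes, and 1 male gene passed adjustment (AK036131, -1.26, limma with Benjamini-Hochberg, adjusted p = 0.0489). With the replicate block, females had 588 DEGs and the shared genes numbered 23, 45 and 16. In males and OVX females, where not all of the same-numbered arrays deviated together, the replicate block gave 953 and 554. With the Hox score as a covariate, females had 683 DEGs, and the shared genes numbered 26 for males and females and 20 for females and OVX females.

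The lists past an adjusted p of 0.05 numbered 30 by camera, 0 by fry and 0 by camera with an estimated correlation. At an unadjusted p under 0.05, calls were lost in males for hypoxia (median 0.095) by both and with the replicate block, for the interferon-stimulated genes (-1.02) by both and for MHC class I (-0.49) by the estimated correlation. After adjustment MHC class I was lost by fry too. After scaling to the 75th percentile the epithelial list in females reversed to 0.18, and with all 8 arrays required the B and plasma cell list in females reversed to -0.051. No scaling moved the median of all genes by more than 0.1.

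Left-out arrays gave 584 to 1506 DEGs in males, 165 to 733 in females and 219 to 706 in OVX females, 2 to 32 genes shared by males and females, 2 to 27 by females and OVX females and 4 to 16 by males and OVX females. Genes past adjustment numbered 0 to 2 in males. They were AK085471 (3.56) and Rdh16f2 (2.76) without M + LFD replicate 4 and XR_380783 (2.91) without M + HFD replicate 1. Genes whose effect differed between males and OVX females numbered 0 to 7, with 7 without M + LFD replicate 4. Medians ranged from -0.0027 to 0.18 for cytokines and 0.012 to 0.17 for hypoxia in males, -0.30 to 0.36 for smooth muscle in males, -0.56 to 0.13 for interferon-stimulated genes in females, -0.48 to 0.86 for B and plasma cells in females and -1.05 to 0.19 in OVX females, -0.29 to 0.23 for fibroblasts in females, -0.11 to 0.37 for adipocytes in OVX females and -0.046 to 0.53 for proliferation in OVX females. Signal over background limits dim genes, since 16429 probes rose well above background on no array.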

Differences from the paper's values

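The 2 settings that combine the methods' t-test with a stricter filter, RefSeq-named genes and normexp on median signals were chosen after seeing the values. The paper's numbers of DEGs are 290 in males, 64 in females and 137 in OVX females, and here they were 878, 264 and 419. None of the alternatives set before the data were examined came within 1.5-fold of the paper's numbers. The closest of those was the methods' t-test, with 489, 126 and 212. Within 1.5-fold were 380, 81 and 156 by the methods' t-test on probes well above background on all 8 arrays, 329, 53 and 150 with all 24 arrays required, and 80 in females with normexp, all 3 settings chosen after seeing the values.

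For male-specific DEGs the paper gives 288, with 183 up-regulated and 105 down-regulated, and here there were 866, with 505 and 361. No alternative set before the data were examined came within 1.5-fold. The methods' t-test with all 8 arrays required gave 376, 235 and 141, and with all 24 arrays required 326, 199 and 127, both chosen after seeing the values.

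The paper's number of genes shared by males and OVX females is 2, and here it was 5. The methods' t-test, set before the data were examined, gave 3. Normexp and RefSeq-named genes gave 3 and the combined settings 2, chosen after seeing the values, and the other alternatives set before the data were examined stayed apart. For females and OVX females the paper shows about 1 gene in its Venn diagram, read by eye, against 12 here, and for males and females about 0 against 7. For females and OVX females no setting tried came within 1.5-fold, and the lowest number was 2, in both combined settings. For males and females the lowest numbers were 3 by the methods' t-test, and 2 and 1 in the combined settings, again chosen after seeing the values.

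The paper lists Pkm, Eno1, Mapk6 and Exoc5 among genes up-regulated in M + HFD. Their log2 changes here were 0.07, -0.00, -0.05 and 0.22, and no setting called them. It also lists Met, Cd3d and H2-Q7, which changed by 0.43, -0.58 and -0.55, under the fold change threshold. Met was called when any probe counted (0.71), Cd3d with the fold change of unlogged means (-0.59), and H2-Q7 when any probe counted (-0.73) or with the mean of probes (-0.65), all set before the data were examined. Cd3d was also called without any 1 of 5 male arrays (up to -0.67, without M + HFD replicate 4) and H2-Q7 without any 1 of 3 (up to -0.68, without M + LFD replicate 4). Gbp11, named in the paper as shared by males and OVX females, was matched to no probe. The 2 genes shared in the combined settings were Thrsp and the one under NM_001039647, and whether the latter is Gbp11 was not determined.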

Other observations

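The comparisons of DEG numbers with other splits of the arrays, the tests of Hox genes on 2 arrays and the fits with Hox genes as a covariate were chosen only after the results were seen. Splitting the 8 male arrays into 4 and 4 in all 35 ways, diets aside, gave at least 878 DEGs in 8 splits (median 542, range 120 to 2251). In OVX females 15 of 35 splits gave at least 419. Among the 8 splits that part all same-numbered pairs, 3 gave as many in males. In OVX females 1 did, the split by diet itself. In females, where same-numbered arrays deviated together, 2 of the 8 splits that part all 4 same-numbered pairs gave at least 264. These 8 splits are too few to exclude chance, and of all 35 female splits 21 gave as many. The split of slide columns 1 and 2 against 3 and 4 gave 3202 DEGs in females, with 981 genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg), and with the replicate number as a block the diets gave 588. That split gave 478 in OVX females, and columns 1 and 3 against 2 and 4 gave 1034. In males 5 splits gave a gene past adjustment, up to 40 genes. In the comparisons between groups, fitted without the block, the female arrays were split only so as to part all pairs. Of 100 pairs of splits, 34 differed between males and females by at least the 614 DEGs found for the diets. Shared genes were as many in 31 of 100 for males and females, 8 for females and OVX females and 53 for males and OVX females. Differences in diet effect were as many in 43 of 100 splits for males and females, 76 for OVX females and females and 22 for males and OVX females. The average effect of diet over the 3 comparisons, with 174 genes past the fold change threshold at an unadjusted p under 0.05, was reached in 37 of 100. With all splits of the female arrays allowed, these numbers were 47, 54 and 26, then 62, 84 and 30, and 48. Chance is not excluded for any of these numbers.

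On 2 arrays, M + LFD replicates 1 and 2, Hox genes differed from the other 22 arrays. Hoxb7 was first seen to differ, at 12.11 and 11.62 against 5.83 to 8.29. Of 19 other Hox genes, 9 lay beyond all other arrays on both in the direction of their place in the cluster, against 0.0688 expected. They were 6 of 11 anterior genes, which were higher, and 3 of 8 posterior genes, which were lower, with 0 in the opposite direction. These counts depend on the lists, which class Hoxb9 as anterior and Hoxd9 as posterior. Classed as posterior, Hoxb9 (12.53 and 12.26 against 8.90 to 12.06) would go the opposite way. The higher anterior genes were all Hoxb genes. Hoxa3 (9.32 and 9.22 against 9.31 to 10.61), Hoxa4 (4.47 and 4.84 against 4.73 to 6.90) and Hoxa5 (6.81 and 7.62 against 7.23 to 8.80) read low instead. Hoxa7 lay within the range of the other arrays, and Hoxc4 (4.46 and 5.22 against 1.98 to 4.79) read high. The posterior gene Hoxd13 read 2.07 and 2.11 against 2.69 to 11.38. Hoxb6 read 12.72 and 11.21 against 4.48 to 8.35, Hoxb8 10.87 and 9.71 against 2.05 to 5.93, Hoxb13 2.18 and 5.05 against 12.60 to 14.80 and Hoxa13 2.00 and 6.16 against 7.92 to 9.62. These 9 genes are consistent with pieces of colon from nearer the proximal end, a hypothesis found and tested on the same arrays. The low-fat diet is argued against as the cause, since 0 of the other arrays on that diet had Hoxb13 as low. An exchange of labels with another group is argued against by the 0 arrays of the other 5 groups with Hoxb13 as low. The methods describe distal colon, and where each piece was taken was not tested otherwise.

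The position of the piece may contribute to the male comparison, in which both arrays are on LFD. With the anterior Hox score as a covariate, 266 of the 878 male DEGs were still called (30.3%), against 87.1% in females and 61.8% in OVX females, and 1110 male DEGs were called in all. With the covariate AK139732 changed by 3.53, Slc15a1 by 2.92 and Ces1g by -2.05, each called and past the fold change threshold by more than its standard error, which argues against position as their whole cause. Insl5 and B3gnt7 fell to 0.75 and 0.85 and were not called. For these and for the 878 DEGs as a whole, diet and position cannot be told apart, because 2 of the 4 M + LFD arrays carry most of the score. Insl5 read 6.10 and 7.22 on M + LFD replicates 1 and 2 and 11.45 and 11.83 on replicates 3 and 4. In M + HFD it read 12.08 to 13.16, so most of its change came from M + LFD replicates 1 and 2.

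F(OVX) + LFD replicate 3 had the lowest share of probes well above background (40.5%). Without it 706 DEGs were called in OVX females instead of 419, so its signal could have lowered the number. This stays open, since 682 were called without F(OVX) + HFD replicate 1 and 632 without F(OVX) + LFD replicate 1.

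The log2 signal of Muc2 mRNA was 17.04 ± 0.13 in M + LFD, 16.59 ± 0.37 in M + HFD, 16.92 ± 0.13 in F + LFD, 16.88 ± 0.40 in F + HFD, 16.62 ± 0.20 in F(OVX) + LFD and 16.90 ± 0.11 in F(OVX) + HFD (SD, n = 4 each). HFD changed it by -0.44 in males (exact p = 0.0857), -0.04 in females (exact p = 0.971) and 0.28 in OVX females (exact p = 0.0857). Among the 15 pairs of groups the smallest exact p was 0.0571. A second, dimmer Muc2 probe changed by -1.32 in males and 0.26 in females, neither called, and by 1.22 in OVX females, called. Il6 was well above background on no array. Tnf changed by -0.01 in males, -0.70 in females and -0.05 in OVX females, and Ccl2 by 0.23, -1.33 and -0.58, with Ccl2 called in females.

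The medians of the other lists in males, females and OVX females were 0.44, 0.18 and -0.48 for B and plasma cells, 0.08, -0.47 and -0.45 for myeloid cells, -0.07, 0.49 and 0.76 for smooth muscle, 0.49, -0.06 and -0.04 for fibroblasts, -0.01, -0.08 and 0.22 for epithelium and -0.40, -0.14 and 0.32 for goblet cells. They were 0.08, -0.09 and 0.34 for absorptive colonocytes, -0.51, 0.10 and 0.27 for adipocytes, -0.57, 0.66 and 0.49 for enteric neurons and glia, 0.06, -0.27 and -0.03 for Wnt targets and tumor genes, -0.78, -0.24 and 0.28 for proliferation and -0.12, 0.05 and 0.08 for fatty acid synthesis. Cytokines and receptors had -0.22 in females and -0.16 in OVX females, hypoxia 0.02 and 0.06, glycolysis 0.05 and 0.09 and T cells -0.40 and -0.27. Immediate-early genes had -0.11 in OVX females, and PPAR targets and fat oxidation -0.42 in males and 0.12 in OVX females. The epithelial median was 0.10 in males after scaling to the 75th percentile. With the anterior Hox score as a covariate, 8 male medians changed sign, to -0.94 for B and plasma cells, 0.33 for enteric neurons and glia, 0.0026 for PPAR targets and fat oxidation, -0.11 for cytokines and receptors, -0.11 for myeloid cells, 0.18 for epithelium, 0.11 for glycolysis and 0.0063 for smooth muscle. The B and plasma cell median then was -0.23 in females and 0.077 in OVX females, and proliferation -1.58 in males. Mean and median differed in sign in 8 of the 66 tests, in males for absorptive colonocytes and Wnt targets, in females for B and plasma cells, fibroblasts and fatty acid synthesis, and in OVX females for the down-regulated hub genes, hypoxia and fatty acid synthesis.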
